# Dietary Heme-Mediated PPARα Activation Does Not Affect the Heme-Induced Epithelial Hyperproliferation and Hyperplasia in Mouse Colon

**DOI:** 10.1371/journal.pone.0043260

**Published:** 2012-08-14

**Authors:** Noortje IJssennagger, Nicole de Wit, Michael Müller, Roelof van der Meer

## Abstract

Red meat consumption is associated with an increased colon cancer risk. Heme, present in red meat, injures the colon surface epithelium by luminal cytotoxicity and reactive oxygen species. This surface injury is overcompensated by hyperproliferation and hyperplasia of crypt cells. Transcriptome analysis of mucosa of heme-fed mice showed, besides stress- and proliferation-related genes, many upregulated lipid metabolism-related PPARα target genes. The aim of this study was to investigate the role of PPARα in heme-induced hyperproliferation and hyperplasia. Male PPARα KO and WT mice received a purified diet with or without heme. As PPARα is proposed to protect against oxidative stress and lipid peroxidation, we hypothesized that the absence of PPARα leads to more surface injury and crypt hyperproliferation in the colon upon heme-feeding. Heme induced luminal cytotoxicity and lipid peroxidation and colonic hyperproliferation and hyperplasia to the same extent in WT and KO mice. Transcriptome analysis of colonic mucosa confirmed similar heme-induced hyperproliferation in WT and KO mice. Stainings for alkaline phosphatase activity and expression levels of Vanin-1 and Nrf2-targets indicated a compromised antioxidant defense in heme-fed KO mice. Our results suggest that the protective role of PPARα in antioxidant defense involves the Nrf2-inhibitor Fosl1, which is upregulated by heme in PPARα KO mice. We conclude that PPARα plays a protective role in colon against oxidative stress, but PPARα does not mediate heme-induced hyperproliferation. This implies that oxidative stress of surface cells is not the main determinant of heme-induced hyperproliferation and hyperplasia.

## Introduction

Colon cancer is a leading cause of cancer deaths in Western countries [1]. Epidemiological studies show that consumption of diets high in red- and processed meat is associated with the risk to develop colon cancer [2], [3]. Red meat is high in heme levels and it is shown that the addition of heme to diets of rats and mice induces hyperproliferation of colon epithelial cells [4], [5]. Hyperproliferation is a risk marker of colon cancer [6]. In contrast to the consumption of red meat, the consumption of white meat, which is low in heme, is not associated with an increased risk of colon cancer [7], [8]. In our recent studies we fed rodents a heme-rich diet or a control diet for 14 days [4], [5]. The heme diet increased the reactive oxygen species (ROS) levels, as well as cytotoxicity, of the colonic contents and induced damage to the surface epithelium. To compensate for the heme-induced damaged surface cells, hyperproliferation was initiated in the proliferative crypts and this eventually led to hyperplasia.

Microarray analysis of samples from whole colonic mucosa and from surface and crypt cells shows that heme regulates many stress and signaling-related genes in surface cells, and cell cycle genes specifically in crypt cells [5]. It is not known whether this heme-related surface to crypt signaling is caused by either oxidative stress or cytotoxic stress of surface cells. With regard to this, it may be of relevance that we found many PPARα target genes among the highest upregulated genes [5]. PPARα belongs to the superfamily of nuclear hormone receptors and known endogenous PPARα ligands are fatty acids and their derivatives such as oxidized fatty acids. Little is known, however, about the function of PPARα in colon. In the small intestine PPARα is mainly involved in lipid metabolism and absorption, but these processes are not likely to occur in the colon upon heme feeding. Based on literature, we hypothesize that PPARα is activated on a heme-rich diet to induce a protective mechanism against heme-induced oxidative stress and/or lipid peroxidation [9], facilitating the Nrf2-dependent antioxidant response. This potential PPARα-mediated protection against oxidative stress and/or lipid peroxidation could limit cell damage at the colonic surface epithelium and its compensatory hyperproliferation. This implies that knocking out PPARα would increase ROS-induced injury of surface cells and trigger the compensatory hyperproliferation of crypt cells.

The aim of this study was to investigate the role of PPARα in heme-induced hyperproliferation and hyperplasia in colon. Therefore, in our study wild-type (WT) mice were compared to PPARα knock-out (PPARα KO) mice on a control or heme-rich diet. Colonic cell damage and hyperproliferation were investigated and gene expression profiles were analyzed using microarrays.

## Materials and Methods

### Ethics Statement

The institutional and national guidelines for the care and use of animals were followed and the experiment was approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University.

### Animals and Diets

A breeding colony of pure-bred Sv129 PPARα knockout (KO) mice (129S4/SvJae) and corresponding wild-type (WT) mice (129S1/SvImJ) was purchased from Jackson Laboratory (Bar Harbor, ME) and bred at the animal facility of Wageningen University. Genotyping by performing quantitative PCR analysis for the ligand binding domain in exon 8 of the PPARα gene (primers: F: 5′-agaagttgcaggaggggatt-3′ and R: 5′-ttgaaggagctttgggaaga-3′), which was disrupted in the KO mice to disturb its function [10], verified that the mice were genuine PPARα KO mice. The WT and KO mice were housed individually in a room with controlled temperature (20–24°C), relative humidity (55%±15%) and a 12 h light dark cycle. To study whether PPARα plays a role in heme-induced hyperproliferation, 7–9 week old PPARα KO mice and wild-type mice received either a Westernized, purified, control diet (40 en% fat (mainly palm oil) low calcium (30 µmol/g)) or this diet supplemented with 0.5 µmol heme/g diet (Sigma-Aldrich Chemie, St. Louis) for 14 days (n = 6 per group, 4 groups) as previously described [11]. Body weight was recorded and feces were quantitatively collected during days 11–14, frozen at −20°C and subsequently freeze dried. After 14 days of intervention, the colon was excised, mesenteric fat was removed and the colon was opened longitudinally, washed in PBS, and cut into three parts. The middle 1.5 cm of the colon was formalin-fixed and paraffin embedded for histology. The remaining proximal and distal parts were scraped. Scrapings were pooled per mouse, snap-frozen in liquid nitrogen and stored at −80°C until further analysis.

### Fecal Analyses

Fecal water was prepared and cytotoxicity was measured for each mouse as previously described [5]. To determine lipid peroxidation products in the gut lumen Thiobarbituric Acid Reactive Substances (TBARS) in fecal water were quantified. The assay determines lipid peroxidation by quantifying the concentration of malondialdehyde (MDA) in fecal water [12]. Briefly, fecal water was diluted 4-fold with double-distilled water. To 100 µl of this dilution, 100 µl of 8.1% SDS and 1 ml of 0.11 mol/L 2,6-di-tert-butyl-p-cresol, 0.5% TBA in 10% acetic acid (pH 3.5) was added. To correct for background, TBA was omitted from the assay. TBARS were extracted, after heating for 75 minutes at 82°C, with 1.2 ml n-butanol. The absorbance of the extracts was measured at 540 nm. The amount of TBARS was calculated as MDA equivalents using 1,1,3,3,-tetramethoxypropane as standard.

### Immunohistochemistry

Hematoxylin and Eosin staining was performed to assess the morphology of the tissue. To stain proliferating cells, paraffin embedded colon sections of 5 µm were deparaffinized and stained with an anti-mouse Ki67 antibody as described previously [5]. Colonocytes from 15 well-oriented crypts (longitudinal section, displaying the total crypt) were counted per animal. These crypts were equally distributed over the middle 1.5 cm of the colon. A cell was scored Ki67 positive when the nucleus of the cell was distinctly brown. The number of Ki67 positive cells per crypt, the total number of cells per crypt and the labeling index (percentage of Ki67 positive cells per crypt) were determined. To determine alkaline phosphatase activity, colon tissue slides were deparaffinized and incubated with the alkaline-dye mixture (Alkaline phosphatase kit 85L2-1KT Sigma Aldrich) for 90 min at 37°C. Slides were rinsed with water and mounted.

### RNA Isolation

Total RNA was isolated by using TRIzol reagent (Invitrogen, Breda, The Netherlands) according to the manufacturer’s protocol. For microarray hybridization the isolated RNA was further column purified (SV total RNA isolation system Promega, Leiden, The Netherlands). RNA concentration was measured on a nanodrop ND-1000 UV-Vis spectrophotometer (Isogen, Maarssen, The Netherlands) and analyzed on an Agilent 2100 bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands) with 6000 Nano Chips, according to the suppliers’ protocol. RNA was judged suitable for array hybridization only if samples exhibited intact bands corresponding to the 18S and 28S ribosomal RNA subunits, and displayed no chromosomal peaks or RNA degradation products (RNA Integrity Number >8.0).

### Array Hybridization and Microarray Data Analysis

One-hundred nanograms of RNA from each mouse (n = 6 per group) were used for whole-transcript cDNA synthesis with the Ambion WT expression kit (Applied Biosystems). Hybridization, washing and scanning of an Affymetrix GeneChip Mouse Gene 1.1 ST 24-array plate was carried out according to standard Affymetrix protocols on a GeneTitan instrument (Affymetrix). Quality control of the datasets was performed using Bioconductor packages [13] integrated in an on-line pipeline [14]. Due to insufficient quality, array results of 1 WT control mouse had to be excluded. Arrays were normalized using the Robust Multi-array Average method [15], [16]. Probe sets were defined according to Dai et al. [17]. Probe sets that satisfied the criterion of a False Discovery Rate (FDR) <1% (q-value <0.01) were considered to be significantly regulated. Genes with a signal intensity below 20 in both treatments were considered absent and excluded from further analyses. Array data were submitted to the Gene Expression Omnibus, accession number GSE37006.

Pathway analysis was performed using Ingenuity IPA Canonical Pathway Analysis (Ingenuity® Systems, May 2011, www.ingenuity.com). This analysis identifies the pathways from the Ingenuity Pathways Analysis library of canonical pathways that are most significant to a microarray data set. Fisher’s exact test was used to calculate a p-value determining the probability that the association between the genes in the dataset and the canonical pathway is explained by chance alone.

### Statistical Analysis

Data are presented as mean ± SEM. Differences between the mean values of the 4 groups were tested for main effects by a two-way ANOVA. A Bonferroni’s Multiple Comparison Test determined differences between groups. P-values <0.05 were considered significant.

## Results

### Heme Induced the Expression of PPARα Target Genes

Our recent studies show that the addition of heme to the diet of rats and C57Bl6J mice led to increased luminal reactive oxygen species (ROS) production and to increased cytotoxicity of the colonic luminal contents [4], [5]. This increase in heme-induced cytotoxicity damaged the surface cells in the colon and led to compensatory epithelial hyperproliferation [4], [5]. Microarray analysis of the colonic mucosa showed that most of the genes changed on the heme diet were involved in cell cycle/apoptosis/cell differentiation (Figure 1A, adapted from [5]). Furthermore, the study indicated that heme-induced hyperproliferation and hyperplasia was triggered by downregulating feedback inhibitors of proliferation, such as Wnt inhibitory factor 1 (Wif1), Interleukin-15 (IL-15), Indian Hedgehog (Ihh) and Bone morphogenetic protein 2 (Bmp2) in the surface epithelium [5].

**Figure 1:**
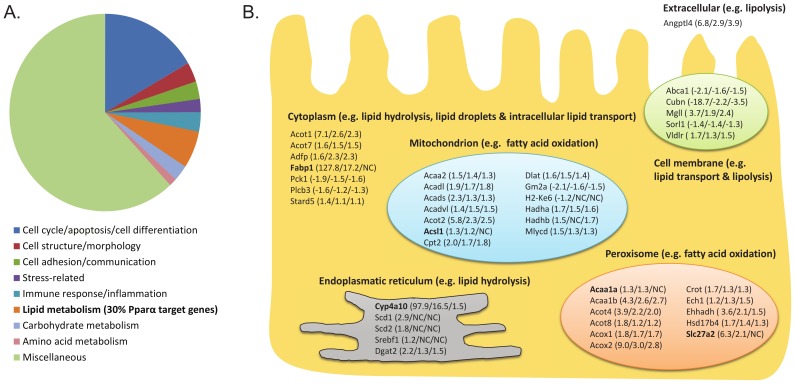
Effect of heme on PPARα target genes. **A.** Categorization of heme-induced differentially expressed genes (q<0.01 and signal intensity>20 in at least treatment) according to GO Biological Process annotation. Figure is based on results from IJssennagger et al. [5] showing that lipid metabolism-related gene expression is substantially influenced by heme. Thirty percent of these heme-induced lipid metabolism-related genes are PPARα target genes [18]. Miscellaneous contains processes with broad and thus unspecific biological process terms. **B.** Expression of PPARα target genes in enterocytes is mainly upregulated. Behind the gene the fold- changes are indicated from colonic scrapings from heme fed vs. control mice from resp. the previous experiment with C57Bl6J mice, current experiment WT SV129 mice and current experiment KO SV129 mice. In bold are PPARα targets of which no significant induction is seen in the KO mice.

Besides cell- and apoptosis-related genes, also lipid metabolism-related genes were highly regulated by the heme diet (Figure 1A). Of these lipid metabolism-related genes 30% were PPARα target genes as defined by Bunger et al. [18]. Amongst these PPARα targets Fabp1 and Cyp4a10 were the two highest upregulated genes with fold-changes of 128 and 98 respectively [5]. PPARα target genes and their change in expression in heme-fed C57Bl6J mice are summarized in Figure 1B (first fold-change listed between brackets). Next to gene expression of total colonic mucosa, gene expression levels of colon surface cells and colon crypt cells were separately determined by performing laser capture microdissection (LCM) [5]. The LCM study showed that most of the differentially expressed PPARα targets were present in the colonic surface cells (Gene Expression Omnibus, accession number GSE27849). No changes in PPARα targets were found in the lower crypt cells. This indicates that PPARα plays a role in the surface cells, where it possibly functions as a protective mechanism against e.g. oxidative stress and lipid peroxidation induced by the heme diet.

### Heme Induces Similar Lipid Peroxidation, Cytotoxicity, and Hyperproliferation in Colon of WT and KO Mice

As our previous studies show that heme injures the surface epithelium resulting in hyperproliferation, and we found that PPARα targets are highly induced in the surface epithelium, we now explored the potential role of PPARα in heme-induced hyperproliferation. We hypothesize that when there is no PPARα present in the colon, there is less protection against oxidative stress and/or lipid peroxidation. This attenuated protection would lead to an increase in heme-induced mucosal injury. As a damaged surface epithelium must trigger the compensatory hyperproliferation in the colonic crypt, the absence of PPARα would thus lead to an increased proliferation. To test this hypothesis, an experiment was performed in which PPARα knock-out (KO) mice and wild-type (WT) mice (both on a SV129 background) received either a control or a heme-rich diet for 2 weeks. After 2 weeks of diet-intervention, both the WT and the PPARα KO heme-fed mice had an increased cytotoxicity of the colon contents (Table 1). Luminal levels of lipid peroxidation products were determined by measuring TBARS in fecal water. TBARS were increased on the heme diet in both the WT and the PPARα KO compared to their control groups (Table 1). No significant differences between the heme-fed PPARα KO and the heme-fed WT mice were observed for bodyweight (23.0±0.8 and 21.8±1.0 g, respectively), cytotoxicity and TBARS. To measure colonocyte proliferation colon tissue was stained with an antibody against Ki67, a marker for proliferating cells. Cell counts revealed heme-induced increases in Ki67-positive cells per crypt as well as total number of cells per crypt in both the PPARα KO mice and WT mice, resulting in similar increases in the crypt labeling index (Table 1). Overall, there were no significant differences between the KO and the WT mice on the heme diet.

**Table 1:** Physiological changes induced by heme in colon of WT and PPARα KO mice.

	WT control	WT heme	KO control	KO heme
**Luminal contents**				
Cytotoxicity (% lysis)	0±0.8^a^	88.3±5.8^b^	1.8±2.7^a^	93.6±6.3^b^
TBARS (MDA equivalents, µmol/L)	28.3±6.8^a^	51.1±10.5^b^	28.3±6.4^a^	42.6±8.3^b^
**Mucosa**				
Total number of cells/crypt	41.1±2.0^a^	61.2±3.0^b^	45.4±2.2^a^	56.6±3.1^b^
Ki67 positive cells/crypt	15.8±1.2^a^	37.5±2.7^b^	17.7±1.9^a^	30.7±2.0^b^
Labeling index#	38.5±2.1^a^	60.9±2.6^b^	38.2±2.4^a^	54.1±1.6^b^

# Calculated as percentage Ki67 positive cells per crypt. Data are represented as mean ± SEM. Groups indicated with ‘a’ are significantly (*P*<0.05) different from ‘b’ by ANOVA with Bonferroni post-hoc testing. N = 6 per group, except for mucosa measurements where proliferation of one KO heme animal could not be determined due to poor tissue quality.

### Most PPARα Targets were also Induced in the KO Mice on the Heme Diet

Although proliferation was not higher in the KO mice compared to the WT on the heme diet, microarrays were performed to determine whether the heme-induced expression of lipid metabolism-related genes and stress-related genes were changed in KO mice compared to WT mice. 

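Gene expression was measured in scraped colon mucosa of 23 mice on whole-transcript Affymetrix arrays, with 1 array per mouse on a single array plate. The groups held 5 WT control mice, 6 WT heme-fed mice, 6 KO control mice and 6 KO heme-fed mice, aged 7 to 9 weeks at the start. The heme diet held 0.5 µmol heme per g and was given for 14 days, and both diets supplied 40% of energy as fat and 30 µmol calcium per g. The study left out 1 WT control array because of its quality, which gives the 5 arrays of that group. Ppara, the gene disrupted in the KO mice, had a linear signal of 495 ± 50.9 (SD, n = 5) in WT control mice and 310 ± 46.5 (SD, n = 6) in KO control mice. On the heme diet the signal of Ppara was 415 ± 43.9 (SD, n = 6) in WT mice and 200.03 ± 31.55 (SD, n = 6) in KO mice. On both diets all 6 KO mice lay below all WT mice (two-sided exact permutation test, p = 0.00216, the smallest p that these group sizes allow). The probe set was not placed against the disrupted part of the gene, and probes outside that part would not check the genotype. WT mice were 129S1/SvImJ and KO mice 129S4/SvJae-Pparatm1Gonz/J, so genotype and substrain cannot be told apart in any comparison of KO with WT.

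The authors normalised the arrays by Robust Multi-array Average, and their values are log2 expression per probe set. The methods of the study name reorganised probe sets after Dai et al., whereas the values analysed here belong to Affymetrix transcript clusters. Of these, 21218 carry 1 gene symbol, 1881 carry several and 12457 carry none in the platform annotation, and 18820 genes remained with 1 value each, taken from the brightest probe set of the gene. The log2 median of an array lay between 5.80 and 5.90. The mean correlation of an array with the others of its group was 0.990 to 0.994, and the number of arrays limits the precision. Heme effects in WT and KO mice, effects of genotype on each diet and the heme by genotype interaction were estimated in a single limma model over all 4 groups. A gene was called at a Benjamini-Hochberg adjusted p under 0.01, with a mean linear signal above 20 in at least 1 of the groups compared, which are the thresholds of the study. Gene lists were tested with camera at a preset inter-gene correlation of 0.01 and called at an adjusted p under 0.05. The text of the study names TRIzol, a Promega column and the Ambion WT kit, while the sample labels name Qiagen RNeasy columns and a sense target labelling kit. Dietary fat is described as mainly palm oil in the text and as palm and corn oil in the labels.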

Hierarchical clustering of the microarray data revealed that the diet-induced effect on gene expression is stronger than the effect of genotype (Figure 2A). 

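Average-linkage clustering on 14366 genes put all 11 control mice on one side of the first split and all 12 heme-fed mice on the other, so that 100% of the arrays stood with their diet. The first split had a height of 0.0214 (1 minus the correlation), against a highest join of 0.0125 inside the control branch and 0.0163 inside the heme branch. Within the control branch 7 of 11 arrays, and within the heme branch 7 of 12 arrays, stood on their genotype's side of the next split. This count depends on where the cut falls and does not measure how far the genotypes lie apart. On principal component 3, with 6.43% of the variance, heme-fed WT mice lay at -14.45 to -0.29. Heme-fed KO mice lay at 4.3 to 10.14 on it, without overlap, whereas control mice overlapped (WT up to 0.07, KO from -0.06). Diet accounted for 43.5% of the variance over these genes, genotype for 5.71%, their interaction for 3.08% and differences between mice of a group for 47.7%.

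Between the genotypes 10 genes were called on the control diet (3 higher and 7 lower in KO mice) and 44 on the heme diet (25 higher and 19 lower), of which 8 were called on both diets. The count on the heme diet ran from 28 to 69 with single arrays left out, and was 17 in a fit of only the groups compared and 70 with array weights. Glo1, which encodes the methylglyoxal-detoxifying glyoxalase, had a log2 fold change of -0.78 (SE 0.0497, adjusted p = 2.15e-09 from limma) in KO against WT control mice. Akr1c18, a hydroxysteroid dehydrogenase, was lower by a log2 fold change of -1.44 and the ribosomal protein gene Rpl4 higher by 0.41 on this diet. On the heme diet Hk2, a hexokinase of glycolysis, was higher in KO mice (log2 fold change 0.92), as was Trim15 (1.22), whereas Ehhadh, an enzyme of peroxisomal β-oxidation, was lower (-0.60). Each of these genes passed limma's test at an adjusted p under 0.01, but the call of Ehhadh was lost with arrays centred on their median (adjusted p = 0.0184), in the ordinary two-way test (0.0172) and without any 1 of 7 arrays (-0.55 to -0.60). The methods' two-way test on linear signal, adjusted here over all genes, did not call Akr1c18 (adjusted p = 0.929) or Trim15 (0.0345). The study describes no such adjustment for its two-way test, does not state a linear scale, and names Bonferroni's test for differences between groups. On linear signal the brighter heme-fed mice can set much of a spread taken over all groups. A missing call in this test is therefore weak evidence against a difference. Calls of this test below refer to the adjusted p at the threshold of 0.01, unless stated otherwise. WT and KO mice were of different substrains, which these comparisons of genotype include.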

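Heme changed 3366 genes in WT mice (1806 higher, 1560 lower) and 3469 genes in KO mice (1738 higher, 1731 lower) at an adjusted p under 0.01 from limma. With each array centred on its median the counts were 2995 in WT and 3187 in KO, and the share of higher genes went from 53.7% to 61.7% in WT and from 50.1% to 63.1% in KO. Of the genes called, 2282 were called in both genotypes, all in the same direction, with 1259 higher and 1023 lower on heme. This is 67.8% of the WT calls and 65.8% of the KO calls, and independent lists of these sizes would share 408.7 genes in the same direction. Clca4b, of the family of calcium-activated chloride channel regulators, rose with a log2 fold change of 3.66 (SE 0.433, n = 6 heme-fed and 5 control mice, adjusted p = 2.05e-06 from limma) in WT mice. In KO mice its log2 fold change was 3.53 (SE 0.413, n = 6 per group, adjusted p = 1.69e-06 from limma). Sprr1a, a cornified envelope protein, rose 8.33-fold in WT mice, and Pdk4, a kinase that restrains pyruvate oxidation, rose 8.11-fold in KO mice. Slc13a1, a sodium-sulfate cotransporter, was 5.03-fold lower on heme in WT and 6.34-fold lower in KO mice. Sis (sucrase-isomaltase) fell too, with log2 fold changes of -2.12 and -2.32, as did the deiodinase Dio1 (-1.86 and -1.81), the zinc and manganese transporter Slc30a10 (-2.11 and -2.45) and the tryptophan-degrading Ido1 (-1.68 and -1.94), which the methods' two-way test on linear signal did not call in WT mice (adjusted p = 0.187).

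The heme effects of the 14366 genes correlated across genes between the genotypes (Pearson r = 0.868, Spearman rho = 0.827), although genes are not independent replicates. Of the 1084 genes called in WT mice alone, 97.5% had the same direction in KO mice and 468 had an adjusted p under 0.05 there. Of the 1187 genes called in KO mice alone, 96.4% had the same direction in WT mice and 515 had an adjusted p under 0.05 there. In a test of the difference itself, 2 genes had a heme response that differed between the genotypes, and 1271 did so at an unadjusted p under 0.05. Of 14 smooth muscle markers 10 fell on heme in WT and 1 in KO mice (11 and 1 when adjusted over the list alone), with a median log2 fold change of -0.96 and -0.37. The camera adjusted p of this list was 6.2e-06 and 0.0389, and adjusted p = 0.267 and 0.619 with an estimated correlation, and the KO call was also lost without any 1 of 5 arrays. With each array's smooth muscle signal as a covariate, an alternative chosen after seeing the data, 1342 genes were called in WT, 3051 in KO and 1155 in both.

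**Figure D1:**
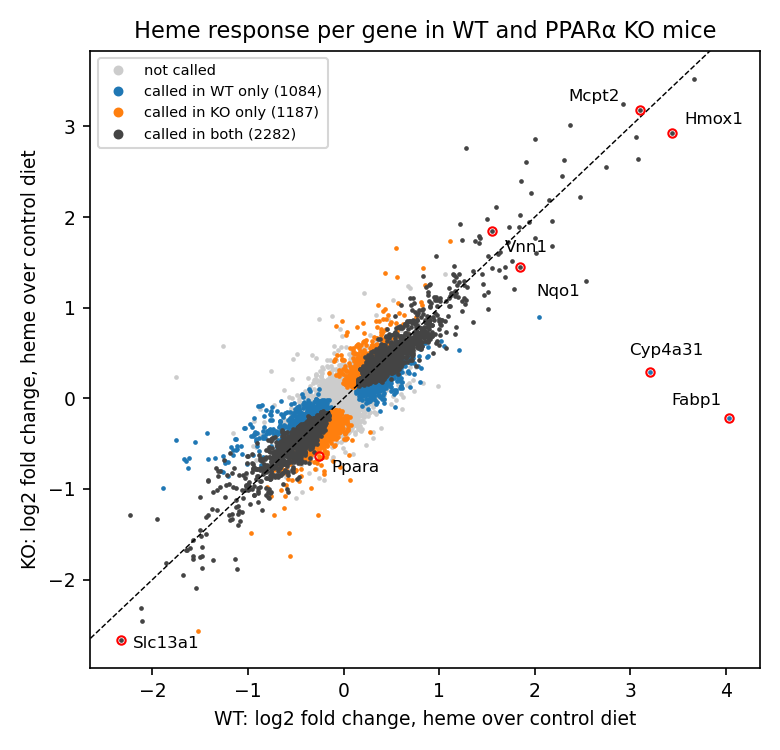
Each point is a gene with a group mean signal above 20, with the log2 fold change of heme over control diet in WT mice (n = 6 and 5) on the horizontal axis and in KO mice (n = 6 and 6) on the vertical axis. The dashed line marks equal responses, along which most called genes lie, while the circled Fabp1 and Cyp4a31 lie far to its right.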

Figure 2B shows that there is a pronounced overlap in heme-induced differentially expressed genes between the WT mice and the KO mice. 

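Of 46 gene lists written before the data were examined, 28 passed camera for heme in WT mice (17 higher, 11 lower) and 25 in KO mice (17 higher, 8 lower), and 24 of these in the same direction in both genotypes. For the count in KO mice chance was not excluded, since 14 of 100 regroupings of the arrays gave as many. With a correlation estimated from the data in place of the preset value, 8 lists were called in each genotype. All these counts include the list of 4 feedback inhibitors that the study had reported as lowered. With an estimated correlation its camera adjusted p was 0.0299 in WT and 0.00788 in KO mice. Its direction was known from the study, so this list is not independent evidence. Of 50 genes of oxidative phosphorylation, which make up the respiratory chain, 38 rose in WT and 36 in KO mice and none fell (41 and 38 higher when adjusted over the list alone). Ndufa4, a subunit of this chain, had log2 fold changes of 0.81 in WT and 0.55 in KO mice. The median of the list was 0.31 in WT (camera adjusted p = 5.03e-26, and adjusted p = 0.0299 with an estimated correlation) and 0.24 in KO (3.75e-22, and adjusted p = 0.0386 with an estimated correlation). Of 25 citrate cycle and related genes, 18 rose in WT mice and none fell, and 17 rose and 1 fell in KO mice (18 higher and 1 lower, and 20 higher and 1 lower, when adjusted over the list alone). Dlat, of the pyruvate dehydrogenase complex, had log2 fold changes of 0.55 and 0.49 in WT and KO mice (camera adjusted p of the list 6.92e-14 and 1.85e-13, and adjusted p = 0.0307 and 0.0346 with an estimated correlation). The gene that fell in KO mice was Pck1, the first enzyme of gluconeogenesis.

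Part of the genes of fatty acid degradation rose as well, in lists that were not called with an estimated correlation. Of 20 genes of mitochondrial β-oxidation 12 were higher in WT and 13 in KO mice and none was lower (13 in each when adjusted over the list alone), among them the carnitine-acylcarnitine carrier Slc25a20 (log2 fold change 0.83 and 0.99) and the trifunctional protein subunit Hadha (0.59 and 0.63). Of 19 genes of peroxisomal β-oxidation 11 were higher in each genotype and none was lower (11 higher in WT, and 11 higher and 1 lower in KO, when adjusted over the list alone). The camera adjusted p was 4.53e-09 and 6.05e-10 for the mitochondrial list in WT and KO mice, and adjusted p = 0.127 and 0.114 with an estimated correlation. It was 7.78e-07 and 1.94e-05 for the peroxisomal list, and adjusted p = 0.10 and 0.149 with an estimated correlation. Of 30 genes of the proteasome 27 rose in WT and 24 in KO mice (29 and 27 when adjusted over the list alone), with camera adjusted p = 3.51e-19 and 1.47e-15, and adjusted p = 0.0675 and 0.11 with an estimated correlation. Lists of 29 genes of xenobiotic metabolism (8 higher and 5 lower in WT, 7 higher and 6 lower in KO, the same when adjusted over the list alone) and of 5 genes of ketone bodies (2 higher in WT, 3 higher and 1 lower in KO, the same when adjusted over the list alone) did not pass camera, although the ketone body list passed fry (adjusted p = 0.00278 and 0.0115).

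**Figure D2:**
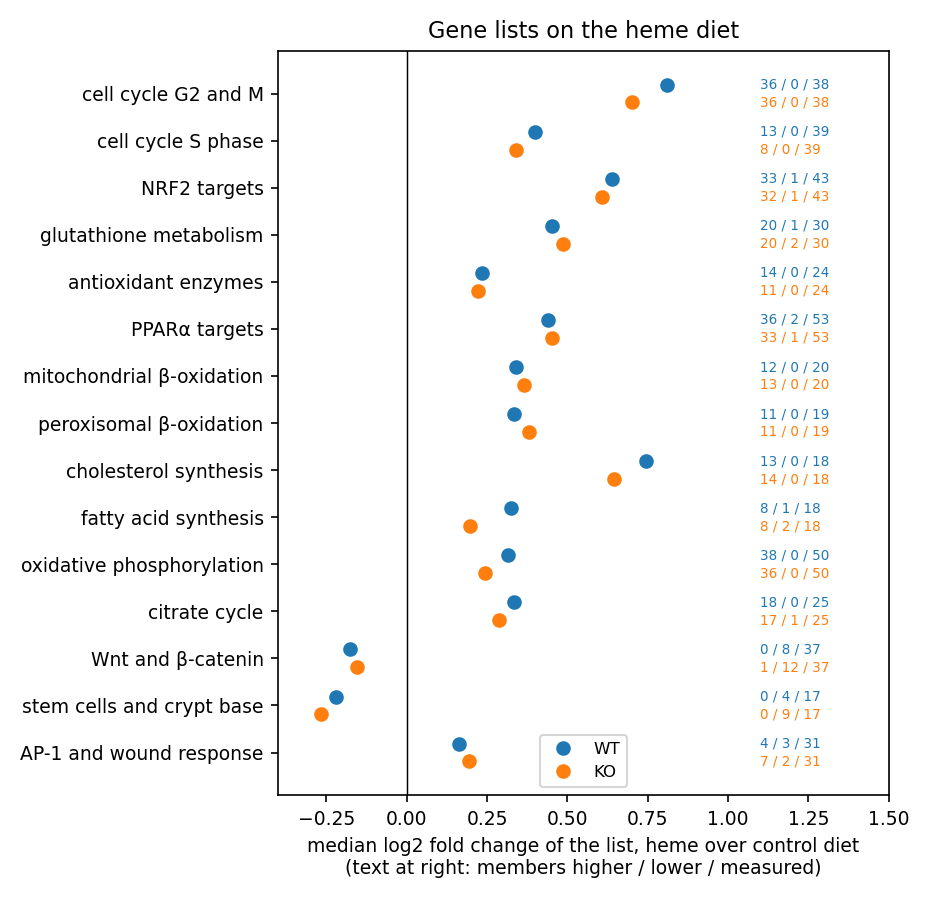
Median log2 fold change of heme over control diet of 15 gene lists (horizontal axis) in WT mice (blue) and KO mice (orange), with the number of members higher, lower and measured at the right. The 2 cell cycle lists and the cholesterol synthesis list lie above 0.3 in both genotypes, and the list of stem cell and crypt base genes lies below 0.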

Pathway analysis using the Ingenuity Canonical Pathways program revealed that among the overlapping genes, genes involved in pathways related to cell cycle (open arrows), Nrf2- meditated oxidative stress response (light gray arrow) and lipid metabolism (black arrow) were present. The induction of cell cycle genes in both the WT and the KO is in line with the Ki67 results showing similar hyperproliferation in both heme-fed groups. 

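Of 38 genes of the G2 and M phases of the cell cycle, 36 rose on heme in WT mice and 36 in KO mice and none fell (36 and 37 higher when adjusted over the list alone). The mitotic genes Hmmr, which binds hyaluronan and the spindle, and Plk1, a kinase of mitosis, had log2 fold changes of 1.09 and 1.02 in WT mice and 0.91 and 0.86 in KO mice. Mki67, which encodes the Ki67 antigen, rose with a log2 fold change of 0.59 (SE 0.116, n = 6 and 5, adjusted p = 4.94e-04 from limma) in WT and 0.62 (SE 0.11, n = 6 and 6, adjusted p = 1.89e-04 from limma) in KO mice. Of 39 genes of the S phase 13 were higher in WT and 8 in KO mice and none was lower (14 and 9 when adjusted over the list alone), with Rrm2, which supplies deoxynucleotides, at 1.12 and 1.16 (in KO mice adjusted p = 0.0121 in the methods' two-way test on linear signal). The median log2 fold change of the G2 and M list was 0.81 in WT and 0.70 in KO mice, with camera adjusted p = 1.04e-23 and 2e-20, and adjusted p = 0.129 and 0.158 with an estimated correlation. For the S phase list the camera adjusted p was 3.86e-09 and 1.12e-07, and adjusted p = 0.359 and 0.441 with an estimated correlation. The difference between KO and WT in the heme response had a median of -0.12 over the G2 and M list and did not pass the test (camera adjusted p = 0.069), although it did without any 1 of 9 arrays. The interaction of Mki67 was 0.03 (permutation test, p = 0.876).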

We verified the expression of our previously identified downregulated feedback inhibitors of proliferation Wif1, IL-15, Ihh and Bmp2 [5]. 

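Wif1, a secreted Wnt inhibitor, fell on heme to 0.735 ± 0.102 (SD, n = 6) of the WT control level in WT mice. In KO mice it stood at 1.16 ± 0.153 (SD, n = 6) of that level on the control diet and at 0.733 ± 0.0498 (SD, n = 6) on heme. Il15, a cytokine that supports lymphocytes, fell to 0.479 ± 0.101 in WT and 0.414 ± 0.0549 in KO mice (SD, n = 6 each), from 1.06 ± 0.135 in KO control mice. Ihh, a hedgehog ligand of the epithelium, fell to 0.777 ± 0.0407 in WT and 0.659 ± 0.104 in KO mice (SD, n = 6 each), and Bmp2, a bone morphogenetic protein, to 0.698 ± 0.0761 and 0.731 ± 0.118 (SD, n = 6 each).

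The log2 fold change on heme was -0.45 in WT and -0.65 in KO mice for Wif1 (adjusted p = 0.00119 and 1.73e-05 from limma), and -1.09 and -1.35 for Il15 (1.52e-06 and 2.69e-08). It was -0.36 and -0.71 for Ihh (0.00289 and 1.52e-06, and in WT mice 0.0109 without WT control replicate 4), and -0.52 and -0.53 for Bmp2 (5.45e-04 and 2.94e-04). All 4 genes were thus lower in both genotypes, but they were picked by the study and are not independent evidence of a direction. The heme response of Ihh differed between KO and WT by -0.35 on the log2 scale (95% CI -0.61 to -0.0909; permutation test, p = 0.0117, and 0.0583 after Benjamini-Hochberg adjustment over 30 genes and probe sets). For Wif1, Il15 and Bmp2 the permutation p of the difference was 0.172, 0.167 and 0.98.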

In the current study, these signaling molecules were similarly downregulated on the heme-diet in both WT and KO mice (Figure 3A). Remarkably, Wnt/β-catenin signaling was the most significant pathway that was changed in the KO mice (Figure 2B, open arrow). 

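Of 37 genes of Wnt and β-catenin signalling, 8 fell on heme and none rose in WT mice, and 12 fell and 1 rose in KO mice (the same counts when adjusted over the list alone). Sfrp1, a secreted Wnt antagonist, had log2 fold changes of -1.19 in WT and -1.29 in KO mice, and the Wnt receptor Fzd7 -0.46 and -0.71. Sox9, a transcription factor of the crypt base, fell in both genotypes (-0.67 in WT and -0.48 in KO mice, where the call was lost without any 1 of 8 arrays), and Ascl2, a transcription factor of intestinal stem cells, fell in KO mice (-0.62), where its WT value was -0.34 (adjusted p = 0.0327 from limma). The median log2 fold change was -0.18 in WT and -0.16 in KO mice, with camera adjusted p = 2.71e-04 and 2.91e-04, and adjusted p = 0.0675 and 0.0716 with an estimated correlation. The heme response of the list did not differ detectably between the genotypes (median difference 0.01, camera adjusted p = 0.92). Of 14 smooth muscle markers 10 fell in WT and 1 in KO mice in the same samples (11 and 1 when adjusted over the list alone). Their camera adjusted p was 6.2e-06 in WT (adjusted p = 0.267 with an estimated correlation) and 0.0389 in KO mice (adjusted p = 0.619 with an estimated correlation, and a call lost without any 1 of 5 arrays).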

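Fosl1, a subunit of the AP-1 transcription factor, was measured by a pair of probe sets that are both annotated to Fosl1 and Ccdc85b, so that their signal cannot be assigned to either gene. Probe set 10460585 rose 3.76-fold on heme in KO mice (log2 fold change 1.91, SE 0.415, n = 6 and 6, adjusted p = 0.00187 from limma). In KO mice 4 of 6 heme-fed animals lay above all control animals (two-sided exact permutation test, p = 0.00649). Probe set 10465054 had a fold change of 1.03 in KO mice (adjusted p = 0.807 from limma). Of 31 genes of AP-1 and the wound response, 4 rose and 3 fell in WT mice and 7 rose and 2 fell in KO mice (4 and 3, and 8 and 2, when adjusted over the list alone). Plaur, the urokinase receptor, rose with log2 fold changes of 1.22 in WT (adjusted p = 0.119 in the methods' two-way test on linear signal) and 1.92 in KO mice, and Il33, an epithelial alarmin, fell with -0.90 and -0.78. The list was called in KO mice (camera adjusted p = 0.0124, adjusted p = 0.542 with an estimated correlation, and 0.0598 without KO heme replicate 4) and not in WT mice (0.221), and the difference between the genotypes did not pass the test (0.0767), although it did without any 1 of 5 arrays.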

Looking at this pathway in more detail revealed that changes in genes in this pathway were not related to changes in cell cycle, but to a 4-fold upregulation of Fosl1 (also called Fra1), which is known to repress the Nrf2-dependent antioxidant response [19], [20].

**Figure 2:**
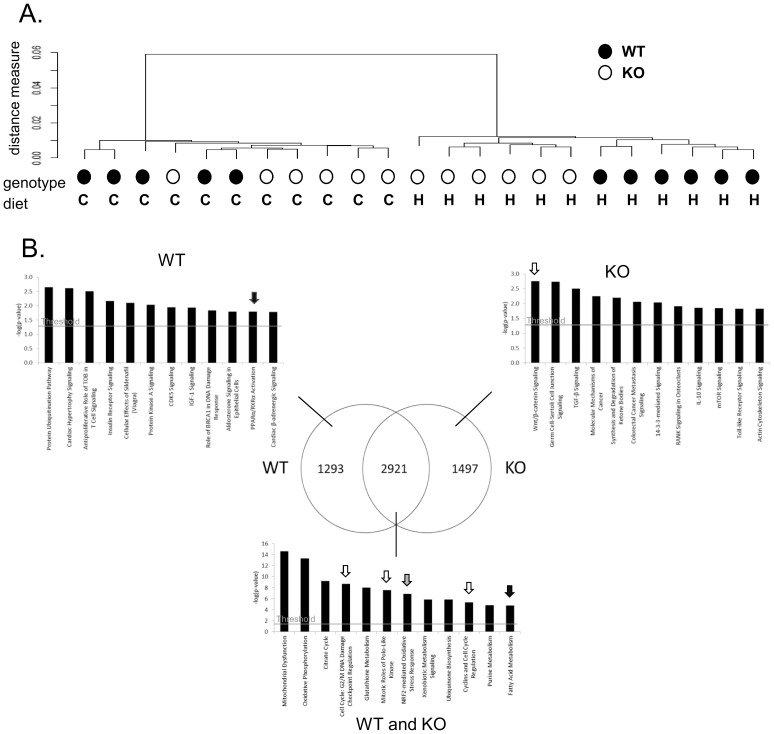
Microarray clustering and pathway analysis of heme-induced differentially expressed genes. **A.** Hierarchical clustering of the microarray data showing that the diet-effect (C = control and H = heme) is more pronounced than the genotype-effect. **B.** Venn diagram showing that 69% of the heme-induced changes (q<0.01 and signal intensity>20 in at least one of the treatments) in WT mice could also be found in KO mice. Ingenuity canonical pathway analysis shows that overlapping genes in Venn-diagram are involved in cell cycle-related processes (open arrows) and Nrf2-mediated oxidative stress response (gray arrow). There is hardly any effect of genotype on fatty acid metabolism-related processes (black arrow). WT mice show PPARα activation (black arrow in WT panel) and KO mice Wnt signaling (white arrow in KO panel). Note that pathways in overlap are much more significant than the WT or KO specific pathways.

As expected, pathway analysis showed that changes in PPARα/RXRα activation are restricted to the WT mice (Figure 2B, black arrow). However, a more detailed analysis showed that also in the KO mice still numerous PPARα target genes are regulated by heme, most of them to a similar extent as in WT mice (Figure 1B, the 2^nd^ (WT) and 3^rd^ (PPARα KO) fold-change listed between brackets). 

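Of 53 known target genes of PPARα, 36 rose and 2 fell on heme in WT mice, and 33 rose and 1 fell in KO mice (40 and 2, and 35 and 1, when adjusted over the list alone). The median log2 fold change of the list was 0.44 in WT and 0.45 in KO mice, with camera adjusted p = 3.92e-23 and 2e-20, and adjusted p = 0.0317 and 0.0457 with an estimated correlation. The difference between KO and WT in the heme response had a median of 0.04 and a mean of -0.12 over the list, which differ in sign. It did not pass the test (camera, direction lower in KO, adjusted p = 0.608), and 2 of the 53 genes, Fabp1 and Cyp4a31, had an interaction of their own, the latter with a mean linear signal above 20 in heme-fed WT mice alone.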

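Of the PPARα targets drawn in Fig. 1B, 37 were measured by a probe set of their own. Heme changed 28 of them in WT mice and 29 in KO mice, of which 25 were changed in both genotypes and in the same direction, 20 higher and 5 lower. The study drew these genes from its own work, so the counts are not independent evidence of a direction. Angptl4, a secreted inhibitor of lipoprotein lipase, rose 2.67-fold in WT and 3.46-fold in KO mice. The acyl-CoA thioesterase gene Acot1 rose 2.39-fold and 2.16-fold, and Cpt2, which passes fatty acids into mitochondrial oxidation, had log2 fold changes of 0.77 and 0.87. Cubn, an endocytic receptor, was 2.20-fold lower in WT and 3.43-fold lower in KO mice. Called in WT mice and not in KO mice were Fabp1, Acaa1a and Slc27a2, and the reverse held for Pck1, Acads, Vldlr and Dgat2, but without KO heme replicate 1 these 4 genes were called in WT mice too (adjusted p = 0.00807, 0.00268, 9.33e-04 and 4.89e-04). Acaa1a lost its call without any 1 of 9 arrays and Acads without any 1 of 8. The heme response differed between the genotypes for 1 of the 37 genes, Fabp1, at an adjusted p under 0.01 from limma. For the others the difference between KO and WT ran from -0.64 to 0.37 on the log2 scale, with a median absolute value of 0.113 and no adjusted p under 0.505.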

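Slc27a2, a fatty acid transporter and very-long-chain acyl-CoA synthetase, rose on heme to 2.14 ± 0.764 (SD, n = 6) of the WT control level in WT mice. Its level in KO mice was 0.883 ± 0.129 (SD, n = 6) on the control diet and 1.37 ± 0.475 (SD, n = 6) on heme. The log2 fold change was 1.05 (SE 0.243, adjusted p = 0.00222 from limma) in WT and 0.57 (SE 0.231, adjusted p = 0.0671 from limma) in KO mice. Acaa1a, a thiolase of peroxisomal β-oxidation, had log2 fold changes of 0.34 (SE 0.0938, adjusted p = 0.00791 from limma) in WT and 0.15 (SE 0.0894, adjusted p = 0.246 from limma) in KO mice. The difference between the genotypes was -0.47 for Slc27a2 (95% CI -1.23 to 0.288; permutation test, p = 0.207) and -0.20 for Acaa1a (95% CI -0.478 to 0.0859; permutation test, p = 0.159). A smaller response in KO mice was therefore not detectable for these genes. The WT call of Acaa1a was lost with arrays centred on their median (log2 fold change 0.37). It was also lost without any 1 of 9 of the 11 WT arrays (log2 fold change 0.28 to 0.36). With adjustment over all genes, the ordinary two-way test and the methods' two-way test on linear signal did not call Acaa1a in WT mice. Without that adjustment, which the study does not describe for its two-way test, both tests passed the threshold of 0.01. Acsl1 was not analysed here.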

Only for Cyp4a10, Fabp1, Acsl1, Slc27a2 and Acaa1a the heme-induced regulation is absent in the PPARα KO mice. For Cyp4a10 and Fabp1, the highest upregulated genes in our previous experiment, expression levels in WT and KO mice are depicted in Figure 3B, showing the lack of a heme-induced upregulation in the KO mice. This indicates that differences in ω-oxidation of fatty acids by Cyp4a10 and in binding hydrophobic lipids by Fabp1 do not affect the heme-induced hyperproliferation. 

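Probe set 10507163, annotated to both Cyp4a10 and Cyp4a31, which encode ω-hydroxylases of fatty acids, rose on heme to 13.3 ± 4.02 (SD, n = 6) of the WT control level in WT mice. In KO mice its level was 0.748 ± 0.0553 (SD, n = 6) on the control diet and 0.997 ± 0.130 (SD, n = 6) on heme. The rise was 12.9-fold in WT mice (adjusted p = 3.01e-13 from limma) and 1.33-fold in KO mice (adjusted p = 0.0416 from limma, above the threshold used), where all 6 heme-fed mice lay above all control mice (two-sided exact permutation test, p = 0.00216). The response differed between the genotypes by -3.28 on the log2 scale (95% CI -3.73 to -2.83; permutation test, p = 1e-05, the smallest that 100000 draws give). The signal cannot be divided between the genes of this cluster. The probe set of Cyp4a31 alone had a mean linear signal of 110.3 in heme-fed WT mice. In the other groups its mean signal was 10.03 to 12.27, below the threshold of 20, so the size of its fold changes is uncertain. Fabp1, the liver fatty acid-binding protein, stood at 18.0 ± 8.31 (SD, n = 6) of the WT control level in heme-fed WT mice, at 1.33 ± 0.655 (SD, n = 6) in KO control mice and at 1.07 ± 0.129 (SD, n = 6) in heme-fed KO mice.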

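Some genes of lipid synthesis were changed by heme in both genotypes, in lists that were not called with an estimated correlation. Of 18 genes of cholesterol synthesis 13 rose in WT and 14 in KO mice and none fell (14 in each when adjusted over the list alone), with log2 fold changes of 1.00 and 0.85 for the isomerase Idi1 and 0.88 and 0.85 for the demethylase Cyp51. The camera adjusted p of this list was 1.86e-11 and 1.49e-09, and adjusted p = 0.107 and 0.149 with an estimated correlation. Of 18 genes of fatty acid synthesis 8 rose and 1 fell in WT mice and 8 rose and 2 fell in KO mice (9 and 1, and 8 and 2, when adjusted over the list alone), with camera adjusted p = 1.72e-05 and 0.00478, and adjusted p = 0.0704 and 0.224 with an estimated correlation. The heme response of these lists did not differ detectably between KO and WT mice (median difference -0.13 and -0.06 on the log2 scale, camera adjusted p = 0.177 and 0.153), although it did for cholesterol synthesis without any 1 of 3 arrays (lowest adjusted p = 0.00862) and for fatty acid synthesis without WT heme replicate 2 (0.0425). The same held for mitochondrial β-oxidation (0.04, camera adjusted p = 0.361, and 0.0337 without KO heme replicate 1) and peroxisomal β-oxidation (-0.09, camera adjusted p = 0.254).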

The heme-induced upregulation was thus blocked for five PPARα target genes only, implying that lipid metabolism can still play a role in the heme-induced hyperproliferation, but that this is not dependent on PPARα per se.

**Figure 3:**
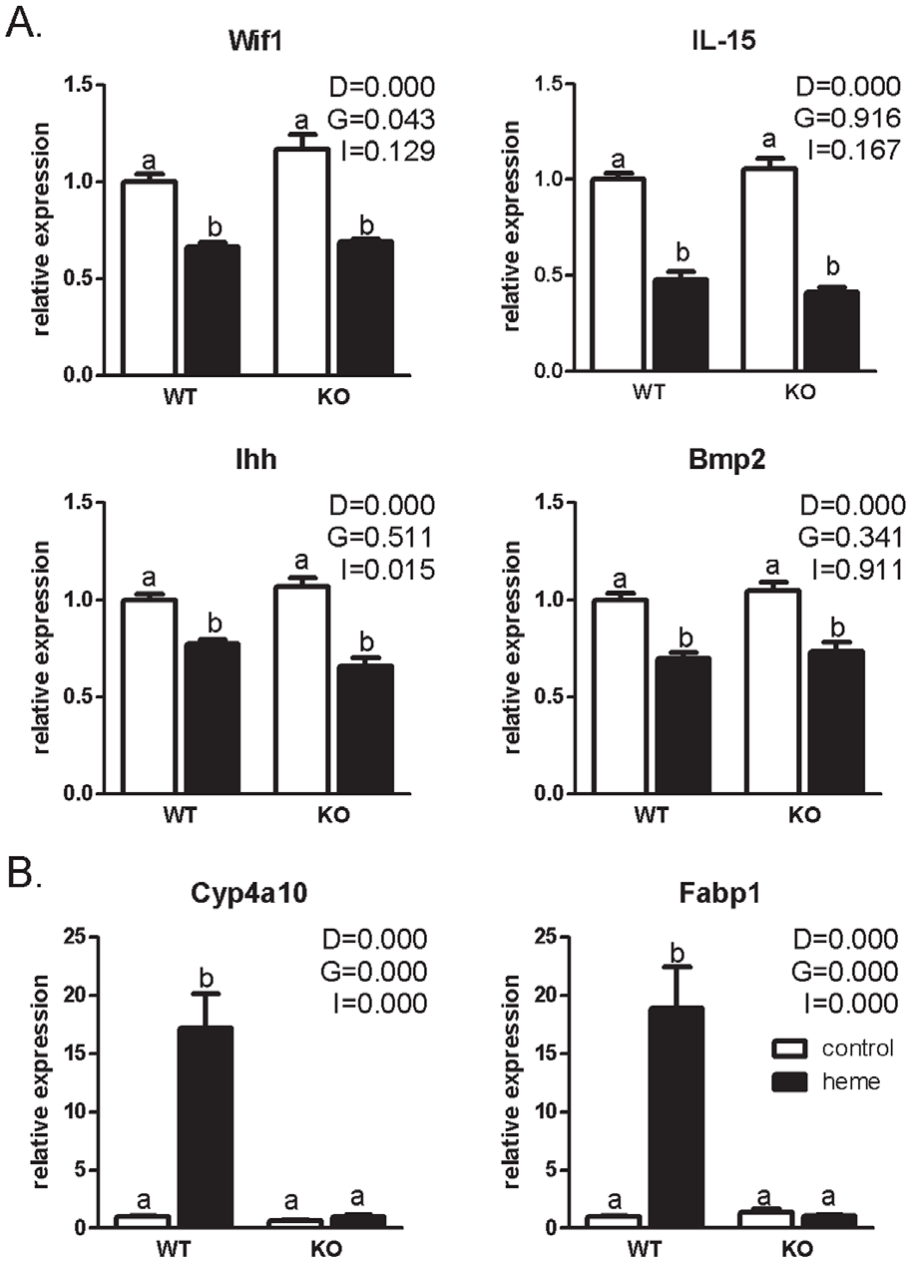
Gene expression of signaling molecules involved in hyperproliferation (A) and of PPARα targets Cyp4a10 and Fabp1 (B). Expression of the WT control group is set to one. Expression of all other groups is relative to WT control. P-values for main effects (D for diet, G for genotype and I for interaction) by a two-way ANOVA are indicated. A and b indicate significant different groups (p<0.05) determined by a Bonferroni post hoc-test.

### Antioxidant Defense was Compromised in KO Mice on a Heme Diet

As describes above, Figure 2B shows that, both in WT and KO mice, heme changes the NRF2-mediated oxidative stress response. 

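Of 43 target genes of NRF2, the transcription factor of the oxidative stress response, 33 rose and 1 fell on heme in WT mice, and 32 rose and 1 fell in KO mice (33 and 2, and 33 and 1, when adjusted over the list alone). Hmox1, the heme-degrading heme oxygenase, rose 10.8-fold (log2 fold change 3.43, SE 0.359, adjusted p = 3.96e-07 from limma) in WT and 7.63-fold (2.93, SE 0.342, adjusted p = 1.62e-06 from limma) in KO mice. The cystine transporter Slc7a11 rose 8.44-fold and 6.26-fold, and the aldo-keto reductase Akr1b8 7.60-fold and 9.51-fold. The median log2 fold change of the list was 0.64 in WT and 0.61 in KO mice, with camera adjusted p = 1.13e-26 and 9.21e-24, and adjusted p = 0.00277 and 0.00511 with an estimated correlation. Of 24 antioxidant enzymes 14 rose in WT and 11 in KO mice and none fell (17 and 13 when adjusted over the list alone). Srxn1, which restores oxidised peroxiredoxins, had log2 fold changes of 1.55 and 1.44, and the thioredoxin reductase Txnrd1 0.78 and 0.79. The camera adjusted p of this list was 3.13e-11 and 1.25e-08, and adjusted p = 0.00176 and 0.00511 with an estimated correlation. Nfe2l2, which encodes NRF2, had a log2 fold change of -0.12 (adjusted p = 0.18 from limma) in WT mice and fell in KO mice (-0.31, adjusted p = 3.20e-04 from limma).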

To investigate whether this occurs to a different extent we determined the levels of oxidative stress and damage to the colon tissue in the 4 groups. The overall morphology of the tissue was visualized by an H&E staining (Figure 4A), showing a similar ruffled surface epithelium and deep crypts in the heme-fed WT and KO mice. This indicates similar heme-induced surface injury and luminal necrosis which have been investigated in detail earlier [5], [21]. Alkaline phosphatase activity is a marker of ROS stress [22], and colon sections were stained for alkaline phosphatase activity (Figure 4B). A higher staining intensity was found in the heme-fed groups, which indicated that the ROS stress was higher in these mice compared to the controls. Furthermore, KO mice on a heme diet displayed an even more pronounced staining than WT mice on a heme diet.

**Figure 4:**
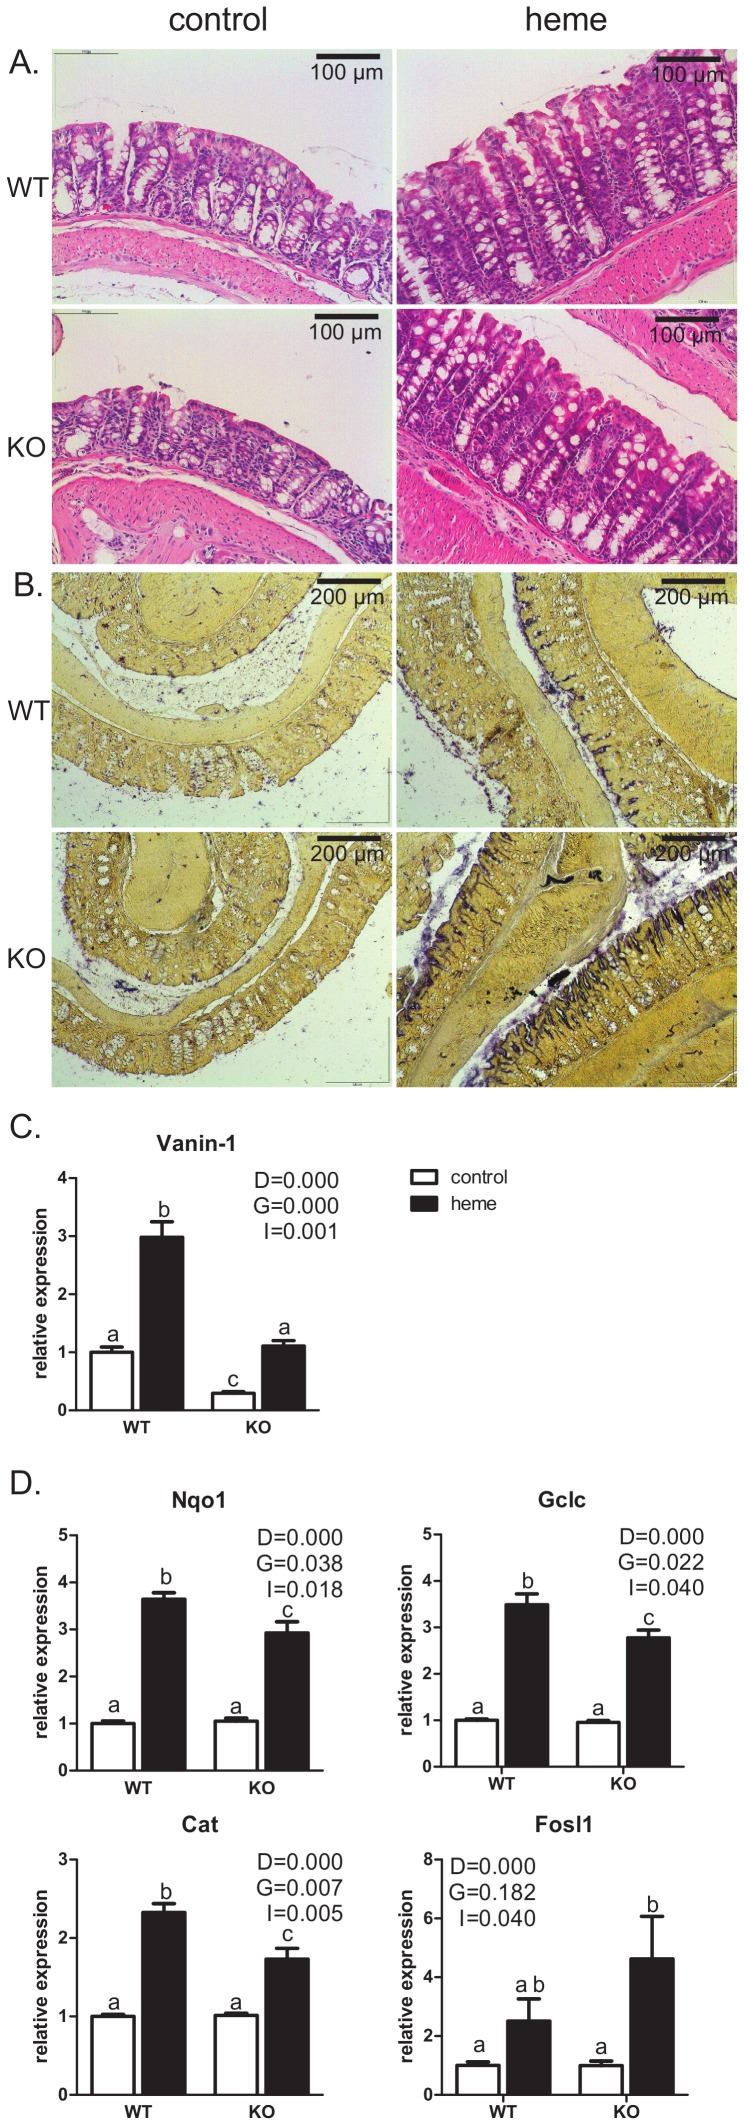
Heme-induced stress response. **A.** Representative pictures of H&E staining of mouse colonic mucosa after 14 days of control- versus heme diet. **B.** Representative pictures of colon tissue stained for Alkaline phosphatase activity, a marker for ROS stress. **C.** Expression of Vanin-1. **D.** Expression of genes involved in antioxidant response Nqo1, Cat, Gclc and Fosl1. Expression of the WT control group is set to one. Expression of all other groups is relative to WT control. P-values for main effects (D for diet, G for genotype and I for interaction) by a two-way ANOVA are indicated. A,b and c indicate significant different groups (p<0.05) determined by a Bonferroni post hoc-test.

Vanin-1 is induced by oxidative stress [23], and was upregulated by dietary heme both in the WT (3-fold) and in the KO mice (4-fold) (Figure 4C), indicating that there is oxidative stress in both WT as well as KO mice on the heme diet. 

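Vnn1 (Vanin-1), a pantetheinase that releases cysteamine, rose on heme 2.94-fold in WT mice (log2 fold change 1.56, SE 0.169, n = 6 and 5, adjusted p = 6.97e-07 from limma). In KO mice it rose 3.6-fold (1.85, SE 0.161, n = 6 and 6, adjusted p = 2.13e-08 from limma). In each genotype all 6 heme-fed mice lay above all control mice (two-sided exact permutation test, p = 0.00216). On the log2 scale the response of Vnn1 in KO mice exceeded that in WT mice by 0.29 (95% CI -0.235 to 0.82; permutation test, p = 0.258). On the linear scale the difference turned to -1.15 times the WT control level (permutation test, p = 0.00076, and 0.00456 after Benjamini-Hochberg adjustment over 30 genes and probe sets).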

The stress-related induction of Vanin-1 is thus PPARα independent. However, the basal expression level of Vanin-1 was about 3-fold lower in the KO mice compared to the WT, which indicates that the basal vanin-1 levels are controlled by PPARα (also shown in [24]). 

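On the control diet the Vnn1 signal of KO mice was 0.308 ± 0.0627 (SD, n = 6) of that of WT mice, whose own SD was 0.199 (n = 5). This is a 3.26-fold lower level (log2 fold change -1.70, SE 0.169, adjusted p = 3.69e-06 from limma). The methods' two-way test on linear signal, adjusted over all genes, did not call it for Vnn1 (adjusted p = 0.593). Without that adjustment, which the study does not describe, the p of this test was 0.0045. All 6 KO control mice lay below all 5 WT control mice (two-sided exact permutation test, p = 0.00216). The comparison includes the difference of substrain between WT and KO mice.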

Other oxidative stress markers, such as expression levels of Metallothionein-1 (Mt1) [25], mast cell hyperplasia [26] (shown by expression levels of e.g. Mcpt1 and 2, Cpa3), Hif1α expression [27] and Mmp9 expression [28] were also explored. These markers showed subtle higher inductions by heme in KO mice compared to WT mice, but these differences did not reach significance (data not shown). Together these data indicated that there is slightly more oxidative stress in the KO compared to the WT mice.

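Mt1, a metallothionein that binds metals and scavenges radicals, rose on heme to 1.62 ± 0.267 (SD, n = 6) of the WT control level in WT mice and from 1.11 ± 0.248 to 2.00 ± 0.328 (SD, n = 6) in KO mice. The mast cell protease genes Mcpt1 and Mcpt2 reached 5.38 ± 2.73 and 9.02 ± 4.77 (SD, n = 6) in heme-fed WT mice, and 12.3 ± 11.8 and 18.9 ± 15.6 (SD, n = 6) in heme-fed KO mice. KO control mice stood at 1.63 ± 0.73 for Mcpt1 and 1.96 ± 1.11 for Mcpt2 (SD, n = 6). In WT and KO mice limma called Mcpt1 (log2 fold changes 2.31 and 2.63, adjusted p = 2.36e-04 and 3.39e-05). It also called Mcpt2 in both (3.10 and 3.19, adjusted p = 1.8e-05 and 7.04e-06). For both genes all 6 heme-fed mice of each genotype lay above all its control mice (two-sided exact permutation test, p = 0.00216). Cpa3, the mast cell carboxypeptidase, rose with log2 fold changes of 1.15 and 1.46 in WT and KO mice (adjusted p = 0.00156 and 9.99e-05 from limma). Hif1a, the hypoxia-inducible transcription factor, had a log2 fold change of 0.41 in WT mice (adjusted p = 0.0209 from limma, 3 of 6 heme-fed mice above all controls) and rose by 0.58 in KO mice (adjusted p = 0.00111 from limma). In WT mice limma did call Hif1a without any 1 of 3 arrays (adjusted p = 0.00585 to 0.00998). Mmp9, a matrix metalloproteinase, had 0.34 in WT mice (adjusted p = 0.281 from limma) and rose by 0.86 in KO mice (adjusted p = 0.00289 from limma).

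The response in KO mice exceeded that in WT mice by 0.14 for Mt1 (95% CI -0.389 to 0.668; permutation test, p = 0.583) and by 0.32 for Mcpt1 (95% CI -1.0 to 1.64; permutation test, p = 0.627). For Hif1a the 95% CI of the difference ran from -0.238 to 0.573 (permutation test, p = 0.396), and for Mmp9 from -0.156 to 1.2 (permutation test, p = 0.121). For Mcpt2 and Cpa3 the permutation p was 0.894 and 0.451. After adjustment over all genes, the methods' two-way test on linear signal did not call Mt1 (adjusted p = 0.0111) or Cpa3 (0.186) in WT mice. Nor did it call Mmp9 (0.0303) in KO mice, or Mcpt1 (0.446 and 0.0323) and Mcpt2 (0.275 and 0.0131) in either genotype. Without that adjustment its p was 0.00192 for Mt1 in WT mice. In KO mice it was 0.00711 for Mmp9, 0.00775 for Mcpt1 and 0.00241 for Mcpt2. For Cpa3, Mcpt1 and Mcpt2 in WT mice it was 0.0767, 0.26 and 0.13. Of 11 mast cell markers 3 rose and 1 fell in WT mice, and 6 rose and 1 fell in KO mice (4 and 1, and 6 and 1, when adjusted over the list alone). The marker that fell was Kit, the receptor for stem cell factor (log2 fold change -0.83 in WT and -0.72 in KO mice). The camera adjusted p was 0.0117 in WT and 0.00101 in KO mice, and adjusted p = 0.267 and 0.158 with an estimated correlation. Of 4 metallothioneins 2 rose in WT and 3 in KO mice (the same when adjusted over the list alone), with camera adjusted p = 0.015 and 0.01, and adjusted p = 0.127 and 0.114 with an estimated correlation. Of 16 genes of the hypoxia response 3 rose and 2 fell in WT mice, and 5 rose and 3 fell in KO mice (3 and 3, and 5 and 4, when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.936 and 0.474).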

**Figure 5:**
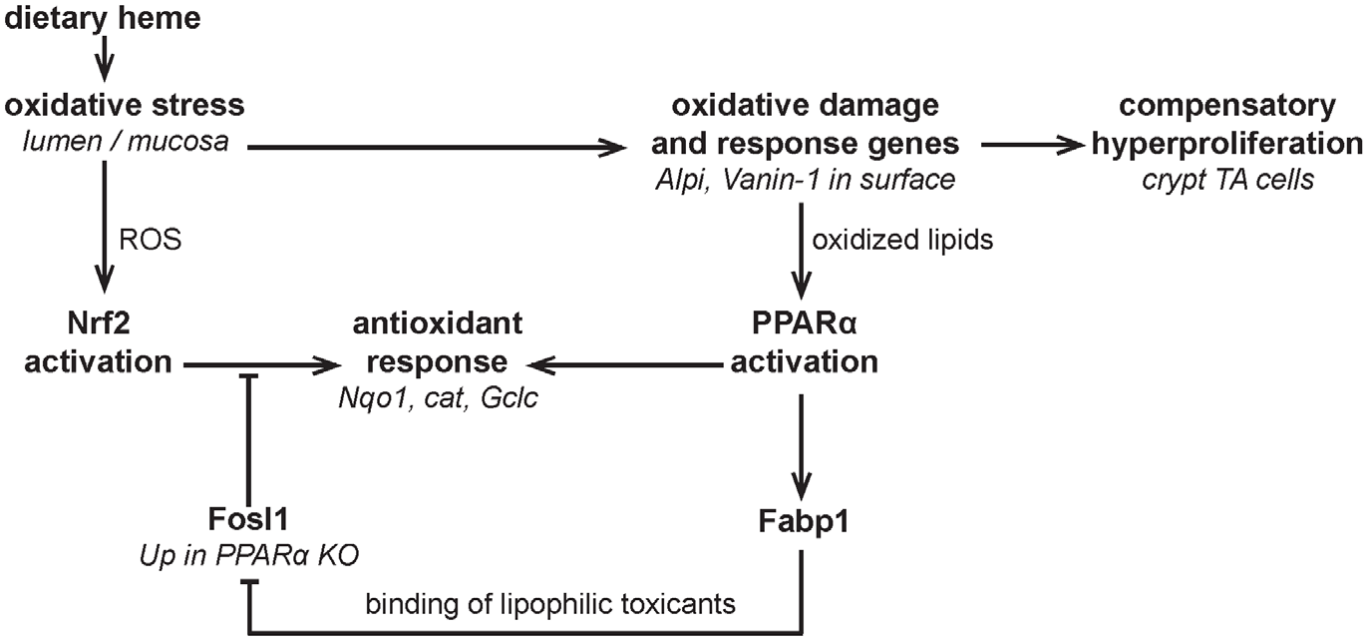
Hypothesized mechanism by which heme induces PPARα and modulates the antioxidant response. Dietary heme induces oxidative stress by generating reactive oxygen species and the production of lipid peroxidation products. ROS induces Nrf2 activation and oxidized lipids activate PPARα leading to an antioxidant response. In PPARα KO mice Fosl1 is upregulated which can inhibit the Nrf2 antioxidant response. Fosl1 upregulation might occur via lipophilic toxicants. The free concentration of these toxicants is probably higher in the KO mice due to the absence of the toxicants-binding Fabp1. As there was no role of PPARα in the heme induced compensatory hyperproliferation of transit amplifying (TA) crypt cells, the question mark indicates a dubious relationship.

Next we determined whether the increased heme-induced oxidative stress in KO animals is due to a compromised antioxidant defense. This implies that a heme-genotype interaction should determine the expression of antioxidant genes. Indeed, antioxidant defense genes show a significant interaction and were induced to a lower extent in the KO mice compared to the WT mice by heme (shown for NAD(P)H quinone oxidoreductase 1 (Nqo1), glutamate-cysteine ligase (Gclc), and catalase (Cat) in Figure 4D. 

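Nqo1, a quinone reductase, rose on heme to 3.59 ± 0.321 (SD, n = 6) of the WT control level in WT mice. In KO mice it stood at 1.05 ± 0.150 (SD, n = 6) on the control diet and at 2.89 ± 0.572 (SD, n = 6) on heme. Gclc, which makes the first step of glutathione synthesis, stood at 3.42 ± 0.530 in heme-fed WT mice, 0.957 ± 0.103 in KO control mice and 2.75 ± 0.442 in heme-fed KO mice (SD, n = 6 each). Cat, which degrades hydrogen peroxide, stood at 2.26 ± 0.311 in heme-fed WT mice, 1.01 ± 0.0764 in KO control mice and 1.68 ± 0.328 in heme-fed KO mice (SD, n = 6 each). In both genotypes every heme-fed mouse lay above every control mouse for all 3 genes (two-sided exact permutation test, p = 0.00216).

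The difference between KO and WT in the log2 response was -0.40 for Nqo1 (95% CI -0.772 to -0.0191; permutation test, p = 0.038), -0.25 for Gclc (95% CI -0.594 to 0.103; permutation test, p = 0.161) and -0.46 for Cat (95% CI -0.801 to -0.122; permutation test, p = 0.006). After Benjamini-Hochberg adjustment over 30 genes and probe sets these permutation p-values were 0.127, 0.322 and 0.036. On the linear scale the permutation p was 0.0164, 0.0502 and 0.0029. With adjustment over all 18820 genes limma called none of the 3 (adjusted p = 0.687, 0.814 and 0.583). From the smaller rise of antioxidant genes in KO mice in the test of the heme by genotype interaction, the paper concludes that the protective response to heme-induced oxidants was attenuated in KO mice.

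**Figure D3:**
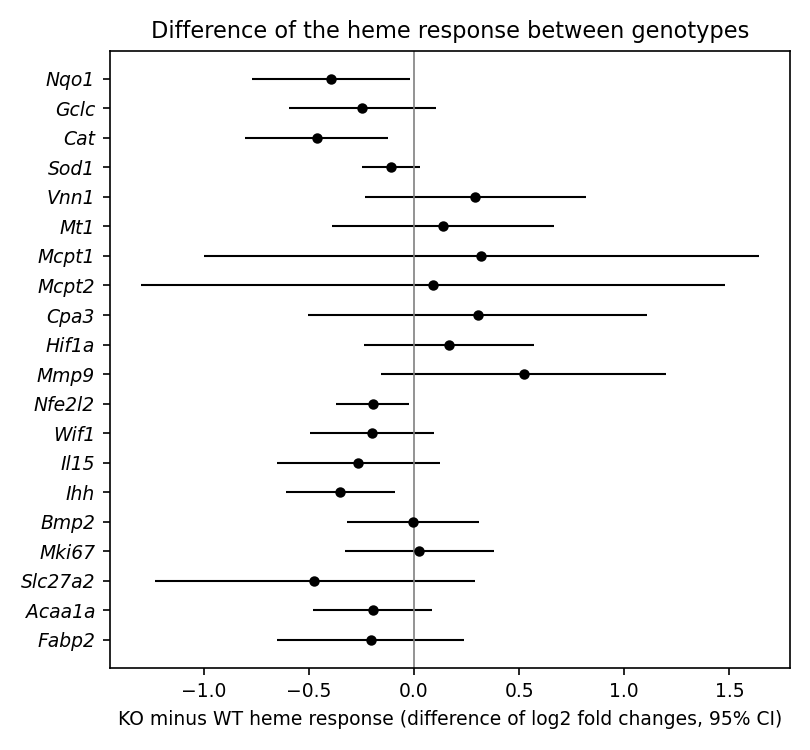
Difference between KO and WT mice in the log2 fold change of heme over control diet for 20 genes named in the study or close to them (points, horizontal axis), with the 95% confidence interval (bars) from 23 mice. The intervals of Nqo1, Cat, Ihh and Nfe2l2 lie below 0, while those of Gclc, Sod1, Vnn1 and the markers from Mt1 to Mmp9 include 0.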

Superoxide Dismutase 1 (Sod1) expression shows a similar pattern although not significant). This shows that the protective response of the mucosa to the heme-induced ROS production was attenuated in the KO mice compared to the WT mice. 

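Sod1, which converts superoxide to hydrogen peroxide, stood at 1.18 ± 0.0780 (SD, n = 6) of the WT control level in heme-fed WT mice and went from 1.02 ± 0.0258 (SD, n = 6) to 1.11 ± 0.0674 (SD, n = 6) in KO mice. It was called in WT mice (log2 fold change 0.23, SE 0.0521, adjusted p = 0.00158 from limma) and had a value of 0.12 in KO mice (SE 0.0497, adjusted p = 0.0668 from limma). In each genotype all 6 heme-fed mice lay above all control mice for Sod1 (two-sided exact permutation test, p = 0.00216). The difference between the genotypes was -0.11 (95% CI -0.248 to 0.0266; permutation test, p = 0.109).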

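The Fosl1 and Ccdc85b probe set 10460585 stood at 1.01 ± 0.371 (SD, n = 6) of the WT control level in KO control mice and at 4.51 ± 3.38 (SD, n = 6) in heme-fed KO mice. In heme-fed WT mice it stood at 2.47 ± 1.81 (SD, n = 6), and WT control mice had an SD of 0.274 (n = 5). Heme-fed KO mice ranged from 1.48 to 10.6 of the WT control level. On the heme diet KO and WT mice did not differ detectably in this probe set (two-sided exact permutation test, p = 0.208).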

The significant upregulation of Fosl1 in the KO mice (Figure 4C) could have contributed to the attenuation of these Nrf2-induced antioxidant responses. Together our data indicate that this attenuated defense against oxidative stress in the epithelial surface of the colon does not affect heme-induced hyperproliferation.

## Discussion

This study shows that the transcription factor PPARα does not play a causal role in the heme-induced hyperproliferation and hyperplasia, despite the very high upregulation of PPARα target genes in the colonic mucosa of mice on a heme-rich diet. Lipid metabolism per se can however still play a role in the heme-induced hyperproliferation as most of the lipid metabolism-related genes, including numerous PPARα target genes are still induced in PPARα KO mice on the heme diet. Dietary heme catalyzed the production of ROS which results in the production of oxidized lipids. These oxidized lipids are ligands for PPARα, and this could explain the induction of PPARα target genes in WT mice on the heme diet. It is unlikely that heme itself activates PPARα as planar molecules, such as heme, do not fit in the Y-shaped ligand-binding cavity of PPARα isotypes [29]. Although the differentially expressed genes are well-known PPARα target genes, our results indicate that other transcription factors, e.g. PPARγ or PPARβ/δ, can take over the role of PPARα in the PPARα KO mice [30], [31]. The general expression of PPARγ in colon makes it a reasonable candidate to compensate for the lack of PPARα. PPARγ is previously described to be able to compensate for PPARα in PPARα KO mice [30], however in contrast to these previous findings we did not find a significant upregulation of PPARγ gene expression in the KO mice. This does not rule out a compensatory mechanism by PPARγ per se, as an enhanced activation is not necessarily accompanied by an increased gene expression. 

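Pparg, which encodes PPARγ, had a linear signal of 1413 in WT control mice and 1446 in KO control mice, a log2 fold change of 0.03 (SE 0.0945, n = 6 and 5, adjusted p = 0.999 from limma; two-sided exact permutation test, p = 0.747). On the heme diet the signal of Pparg was 1353 in WT and 1482 in KO mice, a log2 fold change of 0.12 (SE 0.0901, n = 6 and 6, adjusted p = 0.651 from limma; two-sided exact permutation test, p = 0.316). Ppard, which encodes the third member of this receptor family, PPARδ, stood at 0.993 of the WT control level in KO control mice and at 1.06 and 1.01 in heme-fed WT and KO mice, and its heme response did not differ detectably between the genotypes (permutation test, p = 0.484). Of 13 genes of the PPAR family and its partners, 1 rose and 1 fell on heme in WT mice and 3 fell in KO mice (the same when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.936 and 0.23, and 0.0149 in KO mice with fry).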

Activation of PPARγ was hard to study as the overlap between PPAR target genes is high and currently no specific target genes in colon are known to discriminate between the activation of the different PPARs. A compensatory mechanism by PPARs might explain why lipid-metabolism-related genes are still highly upregulated by dietary heme in the PPARα KO mice.

The five PPARα target genes of which the induction by heme was blocked in the PPARα KO animals were Fabp1, Cyp4a10, Ascl1, Slc27a2 and Acaa1a. Therefore, these genes do not play a role in the heme-induced hyperproliferation. The exposure of the epithelial surface to lipid peroxidation products and to cytotoxic molecules in the WT and KO heme-fed mice must be similar as TBARS and cytotoxicity measurements show no differences between WT and KO heme-fed mice. However, there is more oxidative damage in surface cells of the KO mice, as shown by the alkaline phosphatase activity staining and Vanin-1 induction. In line with this, there is a reduced antioxidant defense in the KO mice, which is reflected by the lower induction of Nrf2 target genes, such as Nqo1 and Cat, upon heme feeding in the KO mice. Together these data suggest that there is less protection against oxidative stress and/or lipid peroxidation in the heme-fed KO mice, indicating that PPARα plays a protective role in the heme-induced oxidative stress response. This attenuated antioxidant response did not lead to an increased cell proliferation as hypothesized, and it is therefore unlikely that oxidative stress induces signaling to the crypt to initiate hyperproliferation. It is more plausible that cytotoxic stress induces hyperproliferation and hyperplasia in the colon of heme-fed mice. 

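Over the 43 target genes of NRF2 the heme response in KO mice differed from that in WT mice by a median of -0.08 on the log2 scale, which did not pass the test (camera adjusted p = 0.0593, and adjusted p = 0.935 with an estimated correlation). With camera the difference did pass without any 1 of 12 of the 23 arrays (lowest adjusted p = 0.00209, without WT heme replicate 4), so that its side of the threshold depends on single mice. No target in the list had an interaction called by limma, with 1271 genes of all 18820 at an unadjusted p under 0.05. Over 24 antioxidant enzymes the median difference was -0.03 (camera adjusted p = 0.069, under the threshold without any 1 of 5 arrays). Among single targets, Abcc2, an exporter of conjugated compounds, rose 5.81-fold in WT mice and 2.45-fold in KO mice (there adjusted p = 0.0348 in the methods' two-way test on linear signal), and Me1, which supplies NADPH, had log2 fold changes of 2.14 and 2.19.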

We have shown earlier that dietary antioxidants prevent all detrimental effects of dietary heme in the colon [32]. However, that study could not differentiate between causal effects of oxidative and cytotoxic stress, because heme induced cytotoxicity was also prevented by antioxidants. This is consistent with other studies [4], [21] showing that cytotoxicity is due to a covalently modified porphyrin formed from heme, probably by radical-mediated addition reactions in the gastrointestinal tract. It can be speculated that this complex radical-mediated formation of the cytotoxic heme factor lags behind the instantaneous generation of oxygen radicals by heme. Whether this is the case requires investigations of the possible differential time course of the heme-induced oxidative and cytotoxic stress. Such a study is now in progress.

The induction of Vanin-1 is slightly higher in the KO heme-fed mice compared to the control heme-fed mice (4-fold vs. 3-fold). This might suggest that there is slightly more oxidative stress in the KO mice, which could be the result of a lower antioxidant response in the KO mice. From our previous study [5] in which we separated colonic surface and crypt cell gene expression, expression of Vanin-1 was 2 times higher at the surface epithelium compared to the crypt under control conditions. Upon heme feeding, Vanin-1 expression increased 3-fold at the surface epithelium, while the expression remained unchanged in the crypt (results can be found in the Gene Expression Omnibus, accession number GSE27849). This implies that the oxidative stress is exclusively induced at the surface epithelium. Besides its role as oxidative stress marker, Vanin-1 is recently proposed as a causal factor in colonic hyperproliferation [33]. As mentioned above, the expression of Vanin-1 is induced in the surface epithelium and proliferation occurs from the stem cells in the crypt. This implies that if Vanin-1 plays a role in the heme-induced hyperproliferation Vanin-1 should signal from the surface to the crypt to initiate this hyperproliferation. This is not supported in this study, as the levels of Vanin-1 expression are 3 times higher in WT heme-fed mice compared to KO heme-fed mice while proliferation rates are similar. Thus, in our study we could not correlate the gene expression level of Vanin-1 to the level of proliferation in the colon.

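On the heme diet the Vnn1 signal of KO mice was 2.66-fold lower than that of WT mice (log2 fold change -1.41, adjusted p = 2.4e-05 from limma), with levels of 1.11 ± 0.232 (SD, n = 6) and 2.96 ± 0.624 (SD, n = 6) relative to WT control mice. All 6 heme-fed KO mice lay below all 6 heme-fed WT mice (two-sided exact permutation test, p = 0.00216). The heme-fed KO mice thereby reached about the level of WT mice on the control diet. The proliferation marker Mki67 stood at 1.51 ± 0.182 (SD, n = 6) in heme-fed WT and 1.35 ± 0.185 (SD, n = 6) in heme-fed KO mice.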

Nrf2 is the prominent transcription factor that regulates the antioxidant response. Nrf2 is essential for the antioxidant response element (ARE)-mediated induction of many cytoprotective enzymes, such as Cat and Nqo1. Nrf2 activity is controlled by Keap1. Oxidative stress (generated e.g. by heme-rich diet) can oxidize critical cysteine residues in Keap1, resulting in inactivation of Keap1 and accumulation of Nrf2 in the nucleus, where it binds to ARE in the promoter region of many antioxidative genes, initiating their transcription (reviewed in [34]). Although the antioxidant response is predominantly regulated by Nrf2, there is an overlap in target genes between this transcription factor and PPARα [9], [18]. Bunger et al. [18] showed that in the intestine, known Nrf2-target genes Cat and glutathione-related genes, are also regulated by PPARα. This might explain the lower induction of Cat and glutathione-related genes in the heme-fed KO mice compared to the heme-fed WT mice. However, as other antioxidant response genes, such as Sod1 and Nqo1 are no PPARα target genes an additional mechanism must be present by which PPARα indirectly influences the Nrf2-driven antioxidant response. This possible additional mechanism by which PPARα can be protective involves regulation of Fosl1. 

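Of 30 genes of glutathione metabolism, 20 rose and 1 fell on heme in WT mice, and 20 rose and 2 fell in KO mice (the same when adjusted over the list alone). The glutathione transferase gene Gsta3 had log2 fold changes of 1.61 in WT and 1.59 in KO mice, and Gclm, the partner subunit of Gclc, 1.00 and 0.59. The median was 0.45 in WT and 0.49 in KO mice, with camera adjusted p = 1.09e-13 and 6.9e-13, and adjusted p = 0.014 and 0.0139 with an estimated correlation. The difference between KO and WT in the heme response had a median of -0.01 over the list and did not pass the test (camera adjusted p = 0.784).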

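In WT mice the Fosl1 and Ccdc85b probe set 10460585 had a log2 fold change of 1.12 on heme (SE 0.435, adjusted p = 0.0759 from limma), with 4 of 6 heme-fed mice above all control mice (two-sided exact permutation test, p = 0.013). The response in KO mice exceeded that in WT mice by 0.79 on the log2 scale (95% CI -0.552 to 2.13; permutation test, p = 0.234). A larger response in KO than in WT mice was thus not detectable with these 23 mice. The other probe set of these genes, 10465054, stood at 0.993 of the WT control level in heme-fed WT mice and at 0.951 in heme-fed KO mice.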

Fosl1 is significantly upregulated only in the PPARα KO mice. Fosl1 represses the Nrf2-dependent expression of antioxidant response element (ARE) containing genes such as Nqo1 and Gclc [19], [20]. How PPARα influences Fosl1 expression is largely unknown. Direct regulation of Fosl1 by PPARα is not likely because its expression is not modulated by the PPARα-specific ligand WY14643 [18]. We propose that Fatty Acid binding protein 1 (Fabp1) acts as an intermediate in the PPARα-dependent regulation of Fosl1. In contrast to Fabp2, Fabp1 has a large hydrophobic pocket and can bind toxic hydrophobic molecules such as (oxidized) long chain fatty acids, bile acids and heme [35]. There is a heme-induced upregulation of Fabp1 expression in the WT mice, but this induction is blocked in the KO mice. 

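The log2 fold change of Fabp1 on heme was 4.03 in WT mice (16.4-fold, SE 0.273, adjusted p = 5.58e-10 from limma) and -0.22 in KO mice (SE 0.26, adjusted p = 0.598 from limma). All 6 heme-fed WT mice lay above all WT control mice (two-sided exact permutation test, p = 0.00216), whereas in KO mice the exact permutation p was 0.517. The difference between the genotypes was -4.25 (95% CI -5.11 to -3.39; permutation test, p = 3e-05; limma adjusted p = 8.34e-07). The methods' two-way test on linear signal, adjusted over all genes, did not call it for Fabp1 (adjusted p = 0.219). Without that adjustment, which the study does not describe, the p of this test was 1.16e-04. On the heme diet KO mice had a 15.4-fold lower Fabp1 level than WT mice. The KO control value holds 1 mouse, KO control replicate 3, at 2.64 times the WT control level.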

The absence of Fabp1 in the KO might lead to more unbound hydrophobic toxicants in colon cells of these KO mice. Fosl1 can be induced by toxic compounds [36], and we hypothesize that unbound toxicants present in the KO mice can induce the expression of Fosl1. 

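Fabp2, the intestinal fatty acid-binding protein, rose 1.53-fold on heme in WT mice (log2 fold change 0.61, SE 0.144, adjusted p = 0.00252 from limma). In KO mice its change was 1.32-fold (log2 fold change 0.40, SE 0.137, adjusted p = 0.0288 from limma), which was called without KO heme replicate 1 (0.56). Of the heme-fed mice, 6 of 6 WT and 5 of 6 KO mice lay above all control mice of their genotype, with exact permutation p = 0.00216 and 0.0606. The difference between the genotypes was -0.21 (permutation test, p = 0.372).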

The expression of Fabp2 was induced by heme in both the WT and the KO with 1.5-fold, but Fabp2 cannot bind toxic molecules such as heme in its small pocket. It is therefore unlikely that Fabp2 plays a role in the induction of Fosl1. The hypothesized mechanism suggests that PPARα plays its protective role in the colon via its target Fabp1 which can bind large hydrophobic molecules and thereby preventing the induction of Fosl1 (Figure 5). This mechanism predicts that Fabp1 KO mice should have higher Fosl1 levels and an attenuated antioxidant response compared to WT mice. Whether this is the case requires further investigation, but our mechanism is corroborated by studies showing that cells transfected with Fabp1 have lower intracellular ROS levels and a reduction of oxidative stress compared to untransfected cells [37], [38].

The PPARα KO and WT mice have a SV129 background. Our previous studies carried out with heme-rich diets were performed in C57Bl6J mice and we see similar effects on luminal cytotoxicity and epithelial proliferation. Besides proliferation, also similar effects were found on gene expression as similar genes were induced in the SV129 WT heme compared to the C57Bl6J (Pearson correlation coefficient of 0.881, n = 3673 genes). This shows that there is a similar response to dietary heme in these two mouse stains. These results are also similar to results observed in rats [21], indicating that the heme effect is species and strain-independent.

Taken together, we conclude that the heme-induced hyperproliferation is not mediated by PPARα. As only 5 PPARα target genes did not respond to heme in the KO mice, a possible role in the heme induced hyperproliferation for other PPARα target genes and lipid metabolism-related genes in general cannot be excluded. Our data do suggest that PPARα plays a protective role against oxidative stress induced by dietary heme in the colonic epithelial cells. Moreover, our results indicate that most probably not ROS-induced stress, but cytotoxicity-induced stress initiates colonic hyperproliferation.

How the deposited data were processed for this re-analysis (not part of the article)

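Scraped colon mucosa of 23 mice was analysed, from WT and PPARα KO mice fed a control or a heme diet for 14 days (n = 5 WT control, 6 WT heme, 6 KO control and 6 KO heme), with 100 ng of RNA per array. The deposited values are log2 expression per probe set, which the authors computed from the arrays by background correction, quantile normalisation and summarisation in Robust Multi-array Average; no version is given in the sources used here. Since this step was run over all arrays together, it was not repeated, and the log2 values were used as given. The study's own text describes reorganised probe sets, so that the probes behind a gene here can differ from those of the study. Array signals have no read depth; the number of arrays and the signal over background limit the precision, and a mean linear signal above 20 was asked of a called gene, as in the study. Columns were matched to samples by the sample titles, with 0 columns left unmatched.

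Probe sets were named through the platform annotation, with symbols updated by Entrez number in a RefSeq table of assembly GRCm38.p6, where 21185 of 21218 probe sets with 1 symbol matched. No coordinates are given, because the build behind the annotation is not given in the sources used here, and the table served for names and neighbouring genes. Probe sets with several genes were left out of the fit over genes; for Fosl1 and Cyp4a10 they are reported by probe set, and other genes drawn by the study that lack a probe set of their own were not analysed here. For 1386 genes with more than 1 probe set the brightest was used.

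limma 3.58.1 in R 4.3.3 fitted the 4 groups in a single model of the log2 values with moderated variances. Contrasts gave the heme effect in WT and KO mice, KO against WT on each diet, and the difference of the heme effects (interaction), each with Benjamini-Hochberg adjustment over 18820 genes. The study does not name the test behind its q-values in its text, so limma was used at its thresholds. Genes named in the text are those the study names or draws in Fig. 1B, the 10 called genes with the largest change in each direction and no overlap between groups, all or the 10 largest called genes of the interaction and of the genotype comparisons, and up to 4 called members of each gene list. Values of the first of these had been seen in the study's figures when the rule was set. Gene lists for metabolism, stress responses, proliferation, signalling and cell types were written from general knowledge and tested with camera, also with an estimated correlation, and with fry. The list of proliferation inhibitors is an exception, since its 4 genes (Wif1, Il15, Ihh and Bmp2) are those that the study names. Single genes were compared in Python 3.11.15 (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3) by two-sided exact permutation tests of log2 values between groups. Their interaction was tested by permuting the residuals of the additive model (100000 draws), on log2 and on linear values, with 95% confidence intervals from the ordinary two-way model. Clustering used 1 minus the Pearson correlation with average linkage. Figures were drawn with matplotlib 3.10.9.

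The steps were tested on simulated data with the means and spread of these arrays and 200 changed genes among 18820. For the heme effect in WT mice, log2 changes of 0.5, 1 and 2 were recovered for 72.1%, 95.7% and 99.8% of changed genes. For the interaction 44.2%, 89.4% and 98.6% were recovered, with 1.2 to 1.8 false calls on average. An interaction of 0.5 was thus missed in more than 50% of cases. Recovery at an adjusted p depends on the number of changed genes, which was 200 here, whereas limma called 2 interactions in the real data. An interaction of few genes can therefore be missed more often than these percentages show. Alternatives were other filters, thresholds, adjustments, variance models, array weights, centring of arrays, linear values, fits of only the groups compared, the study's two-way test, the replicate number as a block, other linkages, and each array left out in turn. Further alternatives, chosen after seeing the data, were all probe sets, averaged probe sets, and the smooth muscle signal as a covariate. The study's two-way test was run on linear signal with adjustment over all genes. The study describes neither this scale nor this adjustment for that test. The pathway software of the study, its laser-dissected and C57Bl6J arrays, and its tissue and fecal water measurements were not used here.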

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

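Of the tests below, those on the chromosome 17 genes, on the scale of the antioxidant interactions and the pick of lists on subjects outside the study, out of those written beforehand, were set only after the results were seen; the others were set beforehand.

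The first pattern is the lower level of Glo1, Btbd9 and Dnah8 in KO mice, with log2 fold changes of -0.78, -0.609 and -0.769 on the control diet, in genes that the study does not discuss. Of 46 genes called between the genotypes 5 have another called gene within 5 genes on either side, all of them on chromosome 17, and 0 of 100 random gene sets gave as many, although 45 of 100 did once these 3 genes were left out. A difference between the substrains at a chromosome segment is a candidate explanation, but since these 3 genes showed the pattern and genotype and substrain are a single split, it cannot be told apart from an effect of the knockout. On heme KO mice differed from WT by a median of -0.906 over these genes, whose heme effect had a median of 0.229 in WT and 0.0919 in KO mice, and an effect of the loss of PPARα stays open, since the choice of these genes by their values fixed the outcome of the tests tried for it.

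The second pattern is the lower level of smooth muscle markers on heme, with a larger change in WT than in KO mice (median difference 0.477 on the log2 scale, camera adjusted p = 7.54e-05, and adjusted p = 0.722 with an estimated correlation). Markers of enteric neurons and glia, which lie in the muscle wall, had a median over both genotypes of -0.385 (quartiles -0.648 and -0.122), were called in WT (camera adjusted p = 2.71e-04, and adjusted p = 0.236 with an estimated correlation) and not in KO mice (0.0844, although called without any 1 of 3 arrays), and differed by 0.276 between them (camera adjusted p = 0.00165, adjusted p = 0.722 with an estimated correlation, and 0.0944 without WT control replicate 2), where the WT call and the difference were lost with the smooth muscle covariate (0.117 and 0.227). This is consistent with less muscle in the scrapings of heme-fed mice, whereas an effect of heme on the muscle itself stays open as untested. KO against WT, the medians of the muscle and the nerve list were -0.52 and -0.21 on the control diet and -0.07 and 0.08 on heme (no gene of them called), so the larger change in WT mice goes with a higher level in WT control mice, and more muscle in the scrapings of that group stays open as untested. Dilution by more epithelium would lower the markers of all other cells, but macrophage and neutrophil markers had a median of 0.0739 (quartiles 0.0153 and 0.189, against -0.672, quartiles -0.944 and -0.365, for smooth muscle), which argues against it as the whole cause, although T and NK cell markers had -0.16 (quartiles -0.362 and -0.0114) and fibroblast markers -0.0294 (quartiles -0.594 and 0.0748).

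The third pattern is the smaller rise of Nqo1, Gclc and Cat in KO mice, where Cat differed most between the genotypes (-0.462 on the log2 scale). The measurement scale cannot be told apart from a difference in response, since the study chose the genes and their median permutation p after adjustment over 30 genes and probe sets was 0.127 on log2 and 0.0614 on linear values, with 0.036 for Cat, 0.127 for Nqo1 and 0.322 for Gclc on log2 values. Without KO heme replicate 1 the median difference of the 3 genes went from -0.395 to -0.29, which neither excludes nor shows a part of this array. Over 40 other NRF2 targets the median difference was -0.0481 (quartiles -0.134 and 0.0362, 26 below 0, camera p = 0.0389, and p = 0.343 with an estimated correlation). This lies past the bound set against a weaker NRF2 response as a class by less than its spread, a requirement applied after the value was seen, so that this explanation cannot be told apart from a difference in these genes alone.

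Among genes whose heme response differed between the genotypes, Fabp1 had a difference of -4.25 and Cyp4a31 of -2.91 (whose size is uncertain, with mean linear signals of 10.03 to 12.27, below the threshold of 20, in all groups but heme-fed WT mice), and the Cyp4a probe sets 10507163 and 10507177 had -3.28 and -3.18. Genes outside the study's discussion that differed between KO and WT on both diets were also Tmem267 (log2 fold change 1.10 on the control diet), Rpl4 (0.405) and Psd4 (-0.508, adjusted p = 0.0129 with arrays centred on their median). Stem cell and crypt base genes, a subject outside the study, had medians of -0.22 in WT and -0.266 in KO mice on heme.

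In 8 of 124 groups of mice 1 value stood far from the others, where about 6.2 would by chance (about 1 in 20 groups). Relative to WT control mice, Fabp1 was 2.64 in KO control replicate 3 (nearest other 1.24) and 0.82 in KO heme replicate 1 (1.06), and Wif1 was 0.873 in KO control replicate 3 (1.16). Vnn1 was 1.35 in WT control replicate 4 (0.936), Gclc 2.37 in WT heme replicate 4 (3.47) and Cat 2.88 in WT heme replicate 2 (2.25). Sod1 was 1.25 in KO heme replicate 3 (1.11), and probe set 10460585 of Fosl1 and Ccdc85b was 6.08 in WT heme replicate 1 (2.39).

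Regrouping the arrays 100 times, the real groups included, excluded chance for the genes called for heme in WT mice (1 of 100; 3366 in the real groups, highest other 3072, from a regrouping that shared 10 of 11 arrays with the real one) and in KO mice (1 of 100; 3469, highest other 2). Chance was also excluded for genes called in both genotypes (1 of 100; 2282, highest other 0), the interaction (1 of 100; 2, highest other 0), and KO against WT on the control diet (1 of 100; 10, highest other 2) and the heme diet (1 of 100; 44, highest other 8). For gene lists it was excluded in WT mice (2 of 100; 28, highest other 28), but not in KO mice (14 of 100; 25, highest other 33) or for the interaction (100 of 100; 2, highest other 25), so that counts of lists from camera with a preset correlation are weak evidence.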

How the results depend on the processing

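The alternatives with all probe sets, with averaged probe sets and with the smooth muscle signal as a covariate were chosen only after the results were seen; the others were set beforehand. The correlation of heme effects (0.851 to 0.892 over all alternatives) and the first split by diet (100% throughout) kept to their values. The share of WT calls also called in KO, 67.8%, moved to between 59.6 and 75.6% with each array left out and to 86.1% with the covariate. At an adjusted p under 0.05 heme called 5089 genes in WT, 5235 in KO and 3604 in both, and 148 genes differed between KO and WT on the heme diet. That last count was also 70 with array weights, 17 in a fit of only the groups compared, which has fewer arrays to estimate the spread, and 28 (without KO heme replicate 4) to 69 (without KO heme replicate 1). With the smooth muscle covariate heme called 1342 genes in WT, 3051 in KO and 1155 in both. The covariate can take up variance shared with diet, but whether this lowered the count in WT was not tested. With all probe sets, which test more features, 4 interactions and 18 differences of KO against WT on the control diet were called. Of these interactions, 10507163, 10507177 and 10507171 are probe sets annotated to Cyp4a genes. On linear signal limma called 0 interactions (1238 genes at an unadjusted p under 0.05; 2 genes on log2 values), and the share of variance explained by diet was 56.7%. The cause was not tested.

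With an estimated correlation camera called 8 lists in WT, 8 in KO and 0 for the interaction (14 at an unadjusted p under 0.05 with the preset one), and fry called 0 for the interaction. The 8 lists of each genotype include the 4 inhibitors of proliferation that the study had reported as lowered. Lists called for the interaction numbered 1 (without WT control replicate 2) to 11 (without WT control replicate 3). With the covariate, which is made from these genes, the smooth muscle list turned direction, with adjusted p = 0.977 in WT, 0.94 in KO and 0.983 for the interaction, and the fibroblast list turned in WT (adjusted p = 0.00187). The fibroblast list's interaction also turned and was called without WT control replicate 3 (adjusted p = 0.00594), with adjusted p up to 0.992 (without KO control replicate 3). With the covariate the interactions of the fibroblast (adjusted p = 2.04e-04) and heat shock lists (0.0327) were called, and calls were lost in WT mice for enteric neurons and glia (0.117), metallothioneins (0.213), mast cells (0.05), enteroendocrine cells (0.0771; 0.0677 in KO mice), heme and iron handling (0.0514) and TGF-β and BMP signalling (0.888), and for the interaction of enteric neurons and glia (0.227).

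The replicate block gave 3236 genes in WT, 3504 in KO, 2 interactions and 2218 in both. Numbers do not pair the mice: 14 of 33 same-numbered pairs had a correlation of deviations over 0.1 (median 0.0799, from -0.315 to 0.337), and 4 of 23 arrays lay closest to one of their own number. It ended 10 and added 3 of 842 single-gene calls or non-calls. Of these 842, centring kept 824, array weights 831 and the methods' two-way test on linear signal 770, with the other 72 weaker. Of 138 list results an estimated correlation kept 99 and weakened 39. Signals near background limit what can be called for dim genes, and the number of arrays limits interactions.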

Differences from the paper's values

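The settings named here were set before the data were examined, apart from the pair of probe set choices and the covariate, which were chosen only after the results were seen. Of 112 values of the study set beside those here, 107 lay within 1.5 times of each other or within the error, and 5 differed.

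For Plin2 (drawn as Adfp) the paper gives a heme response of about 2.3 times in WT and about 2.3 times in KO mice in Fig. 1B, read by eye, against 1.20 and 1.4 here. The values here ran from 1.14 to 1.22 and from 1.36 to 1.44 over all 28 settings, and none reached the paper's value. For Fosl1 the paper's text gives a 4-fold rise in KO mice, against 1.03 here for probe set 10465054 (1.00 to 1.06 over all 28 settings). In Fig. 4D, read by eye, the paper's level relative to WT control mice is about 2.5 in heme-fed WT and about 4.6 in heme-fed KO mice, against 0.993 and 0.951 here for this probe set, and no setting reached them. The other probe set of the same pair of genes, 10460585, gives 3.76 in KO mice and levels of 2.47 and 4.51, which do not differ from the paper's.

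The paper marks a heme by genotype interaction of Ihh (Fig. 3A), Vnn1 (Fig. 4C) and Nqo1, Gclc, Cat and Fosl1 (Fig. 4D), none of which limma called here after adjustment over all genes. On linear signal, the methods' two-way test, without adjustment over genes, passed its threshold for Vnn1 (permutation p on that scale 0.00076), Cat (0.0029), Ihh (0.0134) and Nqo1 (0.0164), and missed it for Gclc (permutation p = 0.0502). On log2 values the permutation test passed for Cat (0.006), Ihh (0.0117) and Nqo1 (0.038) and not for Vnn1 (0.258) or Gclc (0.161). For Fosl1 (probe set 10460585) neither scale passed (permutation p = 0.234 on log2 and 0.251 on linear values).

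The paper places PPARα/RXRα activation among pathways changed in WT mice alone, but also reports that most PPARα targets were induced in KO mice. The list of PPARα targets here was higher in both genotypes (median log2 fold change 0.44 and 0.45), which does not differ from that report. The paper places Wnt/β-catenin signalling among pathways changed in KO mice alone. That list here had medians of -0.18 in WT and -0.16 in KO mice, with 8 and 12 of 37 genes lower. It passed camera in both genotypes but not with an estimated correlation (adjusted p = 0.0675 and 0.0716). The paper's pathways and the lists used here hold different genes. Fig. 2A draws the heme-fed mice separated by genotype. Here 7 of 12 stood on their genotype's side of the cut, a count that does not measure how far the genotypes lie apart. On principal component 3 the heme-fed mice did not overlap (-14.45 to -0.29 in WT, 4.3 to 10.14 in KO mice). Hadhb is drawn as not changed in WT mice in Fig. 1B and was called here (log2 fold change 0.42, adjusted p = 2.97e-04 from limma). Slc27a2 and Acaa1a are described as not regulated in KO mice, where they were not called here either, but their log2 fold changes were 0.57 and 0.15 and the interaction did not pass the test (permutation p = 0.207 and 0.159).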

Other observations

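The tests on single cell types below used lists set beforehand; naming the lists that stand out was done only after the results were seen. Several markers of enteroendocrine cells changed on heme. Chga, the granule protein chromogranin A, had log2 fold changes of -1.44 in WT and -1.49 in KO mice, and Chgb had -1.03 and -1.02. Tph1, the enzyme of gut serotonin synthesis, had -1.14 and -0.77, whereas the peptide gene Insl5 rose in KO mice (0.87; 0.41 in WT mice, adjusted p = 0.0685 from limma). Of 16 enteroendocrine genes 7 fell and 1 rose in WT mice and 6 fell and 2 rose in KO mice (8 and 2, and 6 and 2, when adjusted over the list alone), with camera adjusted p = 0.0287 and 0.0389, and adjusted p = 0.269 and 0.334 with an estimated correlation. These calls were also lost without WT control replicate 1 in WT (0.0564) and without any 1 of 3 arrays in KO mice. Of 9 tuft cell genes 3 fell in WT and 6 in KO mice (4 and 6 when adjusted over the list alone), among them the taste channel Trpm5 (-0.64 and -0.95), with camera adjusted p = 0.0196 and 1.62e-04, and adjusted p = 0.267 and 0.101 with an estimated correlation. Of 14 goblet cell genes 4 fell in WT, and 6 fell and 2 rose in KO mice (5, and 6 and 2, when adjusted over the list alone), with Clca1, a secreted goblet cell protein, at -0.55 and -0.63 and camera adjusted p = 0.0458 and 0.0214 (adjusted p = 0.321 and 0.262 with an estimated correlation), where the WT call was lost without any 1 of 9 arrays, with the replicate block (0.0552) and with only genes passing the signal filter (0.0757), and the KO call without any 1 of 2. Of 17 stem cell and crypt base genes 4 fell in WT and 9 in KO mice (the same when adjusted over the list alone), among them the bone morphogenetic protein co-receptor Rgmb (-0.58 and -0.68) and the ion cotransporter Slc12a2 (-0.46 and -0.49), with camera adjusted p = 7.58e-04 and 2.91e-04, and adjusted p = 0.0317 and 0.0318 with an estimated correlation. Lgr5, a stem cell receptor, fell in KO mice (-0.54) and had -0.22 in WT mice (adjusted p = 0.0289 from limma).

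Of 19 interferon-induced genes 3 fell on heme in WT and 8 in KO mice (3 and 9 when adjusted over the list alone), with the guanylate-binding protein gene Gbp2 at log2 fold changes of -1.57 and -1.74 and Ifit1, an antiviral gene, at -1.51 and -1.75, which the methods' two-way test on linear signal did not call (adjusted p = 0.335 and 0.0332 for Gbp2, 0.198 and 0.0184 for Ifit1). The camera adjusted p was 0.015 and 1.17e-04, and adjusted p = 0.592 and 0.411 with an estimated correlation (in WT mice 0.119 with fry). Of 24 genes of heme and iron handling 8 rose and 3 fell in WT, and 4 rose and 4 fell in KO mice (9 and 4, and 5 and 4, when adjusted over the list alone). Slc46a1, a transporter of folate and heme, fell (-1.42 and -1.29), and the porphyrin exporter Abcg2 rose (0.65 and 0.64). That list was called in WT mice (camera adjusted p = 0.0451, adjusted p = 0.144 with an estimated correlation, and a call lost without any 1 of 4 arrays, with the replicate block, 0.051, and with only genes passing the signal filter, 0.0786) and not in KO mice (0.23, and 0.0149 with fry), and the interaction did not pass (0.249). Alpi, the intestinal alkaline phosphatase, rose with 1.36 (adjusted p = 5.00e-06 from limma) and 0.85 (adjusted p = 4.36e-04 from limma). The list of 4 alkaline phosphatases did not pass camera (adjusted p = 0.10 and 0.0788, against 4.95e-06 and 3.23e-05 with fry; 1 gene higher in each genotype, and 1 and 2 when adjusted over the list alone).

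Of 22 genes of ribosome biogenesis 1 rose in WT and 3 in KO mice (the same when adjusted over the list alone), with camera adjusted p = 0.00641 and 1.74e-04, and adjusted p = 0.592 and 0.441 with an estimated correlation (in WT mice also lost without WT heme replicate 1, 0.0593, and with fry, 0.101). Of 19 T and NK cell markers 3 fell in each genotype (the same when adjusted over the list alone), with camera adjusted p = 0.0255 in WT (adjusted p = 0.527 with an estimated correlation, 0.0621 without WT control replicate 4, 0.051 with the replicate block and 0.0717 with fry) and 0.0552 in KO mice (called without any 1 of 4 arrays). Of 25 genes of TGF-β and BMP signalling 5 fell in WT mice, and 2 rose and 4 fell in KO mice (the same when adjusted over the list alone), with camera adjusted p = 0.0493 (adjusted p = 0.388 with an estimated correlation, and above the threshold without any 1 of 16 arrays, with the replicate block, 0.101, and with only genes passing the signal filter, 0.0785) and 0.23. Of 14 smooth muscle markers 10 fell in WT and 1 in KO mice (11 and 1 when adjusted over the list alone), with Des, the muscle intermediate filament, at -1.67 in WT mice and camera adjusted p = 6.2e-06 and 0.0389 (adjusted p = 0.267 and 0.619 with an estimated correlation). The KO call was also lost without any 1 of 5 arrays (0.0602 to 0.102), with fry (0.116) and with only genes passing the signal filter (0.0792). Of 12 enteric neuron and glia markers 6 fell in WT, and 3 fell and 1 rose in KO mice (7, and 3 and 1, when adjusted over the list alone), with Stmn2 at -1.41 and -0.90 (in KO mice a call lost without any 1 of 5 arrays) and camera adjusted p = 2.71e-04 (adjusted p = 0.236 with an estimated correlation) and 0.0844 (called without any 1 of 3 arrays).

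Of 29 surface colonocyte genes 6 rose and 4 fell in WT, and 6 rose and 3 fell in KO mice (7 and 6, and 6 and 5, when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.432 and 0.279). Clca4a rose (1.72 and 1.72), as did the water channel Aqp8 (1.12 and 1.13), whereas the transporter gene Slc5a8 fell (-1.01 and -0.64). The same held for markers of macrophages and neutrophils (adjusted p = 0.592 and 0.152), fibroblasts (0.612 and 0.359), B and plasma cells (0.936 and 0.895), adipocytes (0.936 and 0.837), erythrocytes (0.638 and 0.712), MHC class II (0.362 and 0.139) and antimicrobial genes (0.362 and 0.55). It held too for hedgehog signalling (0.167 and 0.0552), the unfolded protein response (0.0744 and 0.214), heat shock (0.227 and 0.421) and p53 targets (0.769 and 0.544). Some of these depend on single arrays or settings, since hedgehog signalling was called in KO mice without any 1 of 7 arrays and with fry (0.0111) and in WT mice without WT control replicate 3 (0.00711), the unfolded protein response in WT mice without any 1 of 3 arrays and with the replicate block (0.0366), and heat shock in WT mice with the replicate block (0.0265). Called without single arrays were also fibroblasts in WT mice (0.00193 without WT control replicate 3), and in KO mice macrophages and neutrophils (any 1 of 2 arrays), MHC class II (0.0244 without KO heme replicate 1) and the alkaline phosphatases (0.0256 without KO heme replicate 1). With the smooth muscle signal as a covariate, an alternative chosen after seeing the data, the unfolded protein response (0.00575), heat shock (5.48e-04) and adipocytes (0.0323) were called in WT mice, and macrophages and neutrophils in WT (0.00621) and KO mice (0.0119).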
